# Differential Expression of Chemokine and Matrix Re-Modelling Genes Is Associated with Contrasting Schistosome-Induced Hepatopathology in Murine Models

**DOI:** 10.1371/journal.pntd.0001178

**Published:** 2011-06-07

**Authors:** Carly R. Perry, Melissa L. Burke, Deborah J. Stenzel, Donald P. McManus, Grant A. Ramm, Geoffrey N. Gobert

## Abstract

The pathological outcomes of schistosomiasis are largely dependent on the molecular and cellular mechanisms of the host immune response. In this study, we investigated the contribution of variations in host gene expression to the contrasting hepatic pathology observed between two inbred mouse strains following *Schistosoma japonicum* infection. Whole genome microarray analysis was employed in conjunction with histological and immunohistochemical analysis to define and compare the hepatic gene expression profiles and cellular composition associated with the hepatopathology observed in *S. japonicum-*infected *BALB*/c and CBA mice. We show that the transcriptional profiles differ significantly between the two mouse strains with high statistical confidence. We identified specific genes correlating with the more severe pathology associated with CBA mice, as well as genes which may confer the milder degree of pathology associated with BALB/c mice. In BALB/c mice, neutrophil genes exhibited striking increases in expression, which coincided with the significantly greater accumulation of neutrophils at granulomatous regions seen in histological sections of hepatic tissue. In contrast, up-regulated expression of the eosinophil chemokine *CCL24* in CBA mice paralleled the cellular influx of eosinophils to the hepatic granulomas. Additionally, there was greater down-regulation of genes involved in metabolic processes in CBA mice, reflecting the more pronounced hepatic damage in these mice. Profibrotic genes showed similar levels of expression in both mouse strains, as did genes associated with Th1 and Th2 responses. However, imbalances in expression of matrix metalloproteinases (e.g. *MMP12, MMP13*) and tissue inhibitors of metalloproteinases (*TIMP1*) may contribute to the contrasting pathology observed in the two strains. Overall, these results provide a more complete picture of the molecular and cellular mechanisms which govern the pathological outcome of hepatic schistosomiasis. This improved understanding of the immunopathogenesis in the murine model schistosomiasis provides the basis for a better appreciation of the complexities associated with chronic human schistosomiasis.

## Author Summary

Schistosomiasis is a significant cause of morbidity and mortality in the tropical world although its true burden has been historically underestimated. Millions of people currently endure severe pathology as a result of schistosome infections, although some individuals appear to be less susceptible to infection despite constant parasite exposure. A similar range of disease susceptibility is evident in different strains of inbred mice infected with schistosomes, thereby mirroring the clinical situation. Granuloma formation in the liver of both humans and mice is a characteristic manifestation of chronic schistosomiasis, and is largely controlled by gene signalling pathways. Certain genes expressed in particular cohorts of mice and humans may be associated with the development of severe pathology, or may confer a protective phenotype. This murine study highlights some key molecular aspects of chronic schistosomiasis which may be responsible for the development of both mild and severe pathology, and provides a bench mark for studying the mechanisms of schistosome-induced disease in humans.

## Introduction

Schistosomiasis currently afflicts over 200 million people and continues to cause debilitating disease worldwide, particularly in developing and resource-poor countries [1] where the true global impact of the disease has been largely unacknowledged [2]. The scope of morbidity caused by schistosomiasis japonica ranges from relatively mild hypersensitivity reactions to severe hepatic and intestinal fibrosis, granuloma formation, hepatosplenomegaly and portal hypertension [3]. This variation in human pathology appears largely dependent on the host immune response to schistosomes, and more specifically to the intensity of infection, the number of previous infections and co-infections with other parasites [4]. Similar variations in pathology during progressive schistosomiasis are known to occur between different mouse strains [5], [6], [7], such as inbred CBA, BALB/c and C57BL/6 mice, which again are likely to be attributable to differences in the modulation of host immune responses as other aforementioned contributing factors are controlled.

Schistosome-induced granuloma formation is characterised by a focussed accumulation of immune cells and collagen deposition, all of which attempt to neutralise the presence of parasitic eggs. This response is a manifestation of the host CD4+ T-cell dependent immune response against schistosome eggs lodged in the liver characterised by the production of the Th2 cytokines IL-4 and IL-13 that induce granuloma formation and fibrosis [4] [8].

A recent study by Burke *et al.* [8] of the molecular and cellular mechanisms occurring in the murine host liver (C57BL/6 mice) during schistosome infection demonstrated that genes with specific biological functions, particularly cytokines and chemokines, are differentially expressed in correlation with disease development [8]. The present study builds on this previous report [8], and examines not only the initiation and progression of schistosome-induced disease but also the severity of the murine host response to *Schistosoma japonicum*. We hypothesised that the contrasting pathology seen in BALB/c and CBA mice is due to differing gene expression within the livers of the two mouse strains, and that relative gene transcription levels and their products are also associated with the severity of the host responses. We identified specific gene expression profiles and cell types associated with the development of both moderate and severe *S. japonicum*-induced pathology by examining the transcriptional, parasitological and histological features of the livers of these two mouse strains during an active *S. japonicum* infection. These data provide a basis for identification of new candidate molecules that may be targeted for the future development of novel anti-schistosome therapeutics and vaccines.

## Materials and Methods

### Ethics Statement

All work was conducted with the approval of the Animal Ethics Committee of the Queensland Institute of Medical Research (Project Number 288), which adheres to the Australian code of practice for the care and use of animals for scientific purposes, as well as the Queensland Animal Care and Protection Act 2001; Queensland Animal Care and Protection Regulation 2002.

### Mice and Parasites

Six to eight week old female BALB/c and CBA mice were anaesthetised and percutaneously infected with 12 *S. japonicum* cercariae (Mainland Chinese strain, Anhui population). Mice were sacrificed at 4 (n = 5 per strain), 7 (n = 5 per strain) and 9 weeks p.i. (n = 6 per strain), and the portal vein perfused to obtain adult worms. An additional four mice per strain were used as uninfected controls. Livers were collected from all mice, and individual lobes preserved in either formalin or RNAlater for histological analysis and RNA extraction, respectively. The number of adult worm pairs in each mouse was recorded, and the hepatic egg burden was evaluated by quantifying the number of eggs per gram (EPG) of liver as described [9]. Briefly, a weighed portion of liver was digested in 4% (w/v) potassium hydroxide to extract the eggs. Eggs were then resuspended in formalin, and the EPG were determined from the average number of eggs present in three 5 µl aliquots [8], [9].

### Histological Analysis

Formalin-fixed, paraffin embedded liver tissues from infected and control mice were sectioned (4 µm) and stained with Haematoxylin and Eosin (H&E) to determine granuloma area, and Sirius Red for collagen to measure progressive liver fibrosis [10]. Giemsa and Leder staining were performed to demonstrate eosinophil and neutrophil infiltration, respectively [8], [11], [12]. An Aperio Slide Scanner and Image Scope software were used to digitise and analyse light microscopy images (Aperio Technologies, Vista, USA). The percentage of granulomatous liver was determined using ImageJ 1.42 q software (National Institutes of Health, USA) by blind Point Counting Stereology (Aperio Technologies, Vista, USA) on H&E stained sections [13]. The distribution of schistosome eggs in each mouse liver was also assessed using the H&E-stained sections. The number of egg clusters per liver section was determined (X40magnification), where a cluster was defined as four or more eggs contacting each other. The average number of eggs in each cluster was also determined for each section. The percentage of collagen in the total liver were determined for each mouse using Aperio Technologies Positive Pixel Count (Aperio Technologies, Vista, USA) as described [14]. Neutrophils and eosinophils were semi-quantified by averaging the number of positively stained cells in 20 high power fields (X400 magnification).

### Isolation, Quality and Quantity of RNA

Total RNA was extracted from liver tissues as described [8], [15]. Briefly, each liver sample (∼100 mg) was homogenised in TRIZOL reagent (Invitrogen, Carlsbad, USA) using a Tissuelyser (Qiagen, Valencia, USA). A fraction of the homogenate was then processed by phase extraction with chloroform and column chromatography using an RNeasy Mini Kit (Qiagen, Valencia, USA). RNA was quantified using a Nanodrop-1000 spectrophotometer (Nanodrop Tech, Wilmington, USA) and quality assessed using an Agilent 2100 Bioanalyzer (Agilent Tech, Foster City, USA) on the basis of RNA Integrity Number (RIN). For both mouse strains, three biological replicates from each of the infected and control groups were selected on the basis of highest RIN, adequate RNA concentration, and similarity egg burden and hepatic pathology. Thus, a total of 24 individual biological replicates were selected for separate microarray analysis.

### Microarray Analysis

#### Complementary RNA synthesis and array hybridisation

Complementary RNA was synthesised from 1 µg of total RNA from each of the 24 selected samples using an Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, USA). Purified, biotinylated-cRNA was hybridised to Illumina MouseWG-6 v2 arrays, which were then scanned and digitised using an Illumina BeadStation according to the manufacturer's instructions (Illumina, San Diego, USA). All raw microarray data have been submitted to NCBI's Gene Expression Omnibus and are publicly available, with series accession number GSE25713. Fold changes and standard deviations observed for all genes are summarised in Tables S1 and S2.

#### Data analysis

Quality control (GenomeStudio; Illumina, San Diego, USA) involved examining signal intensity histograms for experimental noise (biological/technical variation), background interference and hybridisation controls. Expression data were entered into GeneSpring GX version 11 (Agilent Tech, Foster City, USA), scaled to the median of all samples, and baselined to the mean of the appropriate control samples for either mouse strain. Normalised gene-lists were filtered for significant signal on the basis of detection score, a measure of signal intensity relative to background controls. For a given gene to be accepted for further analysis, at least half of all samples were required to have a detection score ≥0.95 for that gene (which equated to a confidence value of p≤0.05) [8]. Two-Way ANOVA (p≤0.05) with Benjamini-Hochberg correction for multiple testing was then used to identify genes whose expression changed significantly over time and differed significantly between the BALB/c and CBA mice. An arbitrary cut-off of ±2 fold change in expression over time or between strains in at least one individual time-point was applied [12], [16].

#### DAVID analysis

DAVID (Database for Annotation, Visualization and Integrated Discovery) analysis was used to identify biological functions and pathways that were over-represented by any differentially expressed genes [17]. From the filtered gene-lists for each strain and time-point, functional annotation charts were produced to identify significantly enriched gene ontology terms and associations within the KEGG and/or Biocarta pathways. Functional annotation clustering was performed to identify relationships between enriched ontologies, thereby enabling the identification of gene subsets associated with similar biological processes [8].

### Real-Time PCR

Real-time PCR was performed to validate the expression patterns of a subset of genes determined by the microarray analysis. Complementary DNA (cDNA) was synthesised from total RNA using a QuantiTect Reverse Transcription Kit (Qiagen, Valencia, USA). cDNA concentration was determined using Nanodrop-1000 spectrophotometry. Primers were sourced from previous studies [8], [18], [19], [20], [21] or were designed using Primer3 (http://biotools.umassmed.edu/bioapps/primer3_www.cgi) software (Table S3) [22]. Data for each sample were normalised to the housekeeping gene, hypoxanthine phosphoribosyltransferase [23]. Real-time PCR was performed using SYBR green master mix (Applied Biosystems, Warrington, UK) on a Rotor-Gene 6000 (Corbett Life Sciences, Concorde, Australia).

### Statistical Analysis

Statistical analysis of all parasitological, histological and real-time PCR data involved 2-Way ANOVA with Bonferroni post-hoc testing (p≤0.05) (GraphPad Prism 5.0, San Diego, USA). Correlations between the PCR and microarray data were assessed as previously reported [8], [24]. Briefly, the “D'Agostino & Pearson omnibus normality test” and “Shapiro–Wilk normality test” were used to assess the distribution of the data. As the data were not normally distributed, a Spearman's Rho correlation was employed as described [24], [25], [26].

## Results

### Parasitological and Histological Analysis

There were no significant differences in worm burdens between strains or over time in infected mice (Figure 1A) (2-Way ANOVA, p>0.05). Further, no significant difference in hepatic egg burden was evident between the mouse strains at any time-point (Figure 1B) (2-Way ANOVA, p>0.05); however, hepatic egg burdens increased dramatically over time in both strains and was significantly higher at 7 and 9 weeks p.i. compared to 4 weeks p.i. (2-Way ANOVA, p<0.001). Egg distribution analysis indicated that a significantly higher number of egg clusters were present in CBA mice compared to BALB/c mice at 7 weeks p.i. (Figure 1C) (2-Way ANOVA, p<0.05); yet the mean number of eggs per cluster did not differ significantly between the mouse strains (Figure 1D) (2-Way ANOVA, p>0.05).

**Figure 1:**
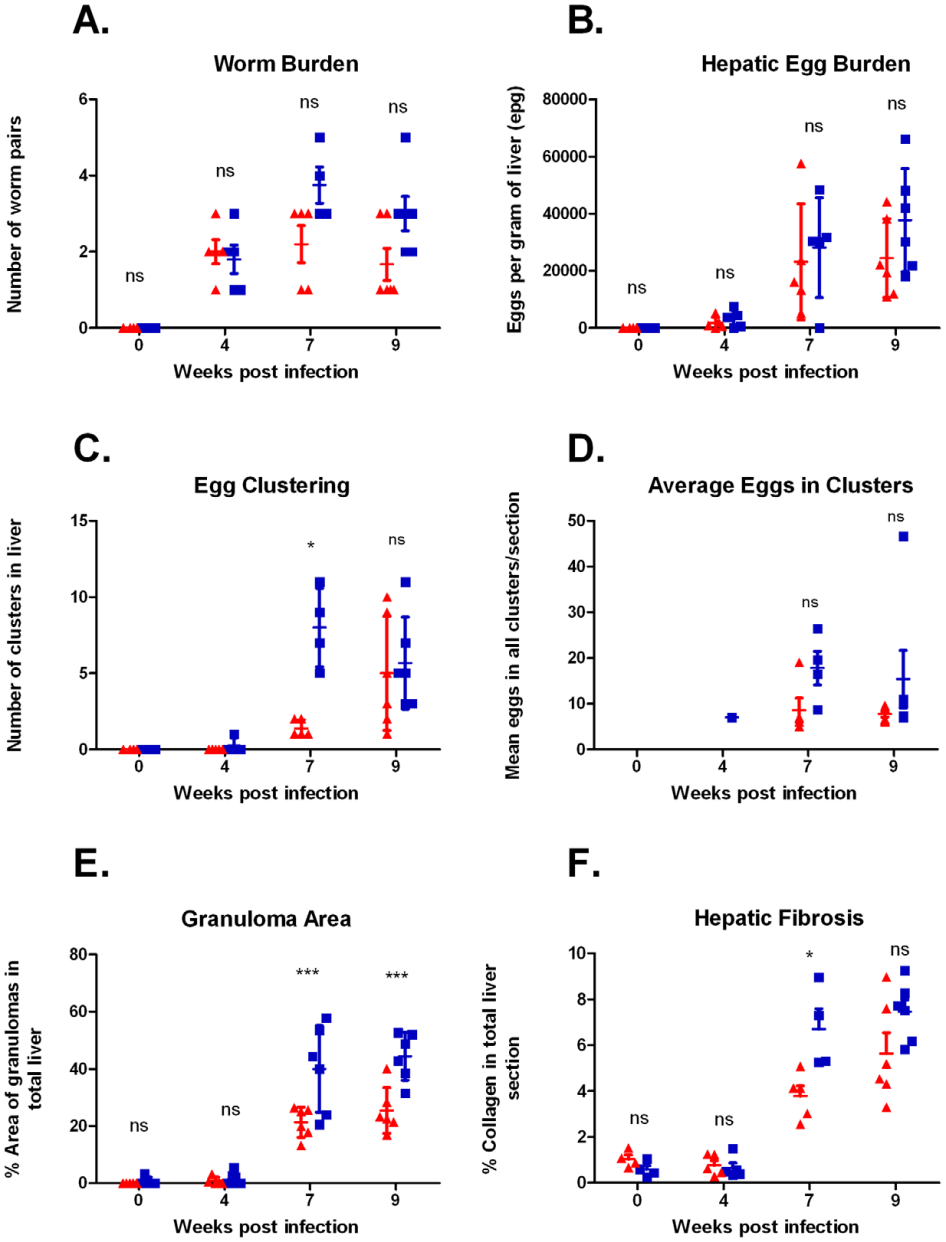
Parasitological and histological comparisons between BALB/c and CBA mice. Worm abundance (**A**) and hepatic egg burden (**B**) did not differ significantly between strains; egg clustering (**C**) was significantly greater in CBA mice compared to BALB/c mice at 7 weeks p.i, yet the mean number of eggs per cluster (**D**) did not differ significantly between strains. Granuloma area (**E**) was significantly greater in CBA mice compared to BALB/c mice, as was hepatic fibrosis at 7 weeks p.i (**F**). Statistical significance between strains was determined using 2-Way ANOVA with Bonferroni post hoc tests. ▴ = BALB/c replicates, ▪ = CBA replicates, *** = p<0.001, * = p<0.05, ns = no significant difference. Error bars represent mean with standard error of the mean (SEM).

Granuloma area was significantly greater in the CBA mice compared to the BALB/c mice. In CBA mice, the granuloma area represented 43.8% and 44.4% of the total liver area at 7 and 9 weeks p.i. respectively, whereas the BALB/c granuloma area was, respectively, 22.1% and 25.4% of the total liver area (Figures 1E, 2A and 2B) (2-Way ANOVA, p<0.001).

**Figure 2:**
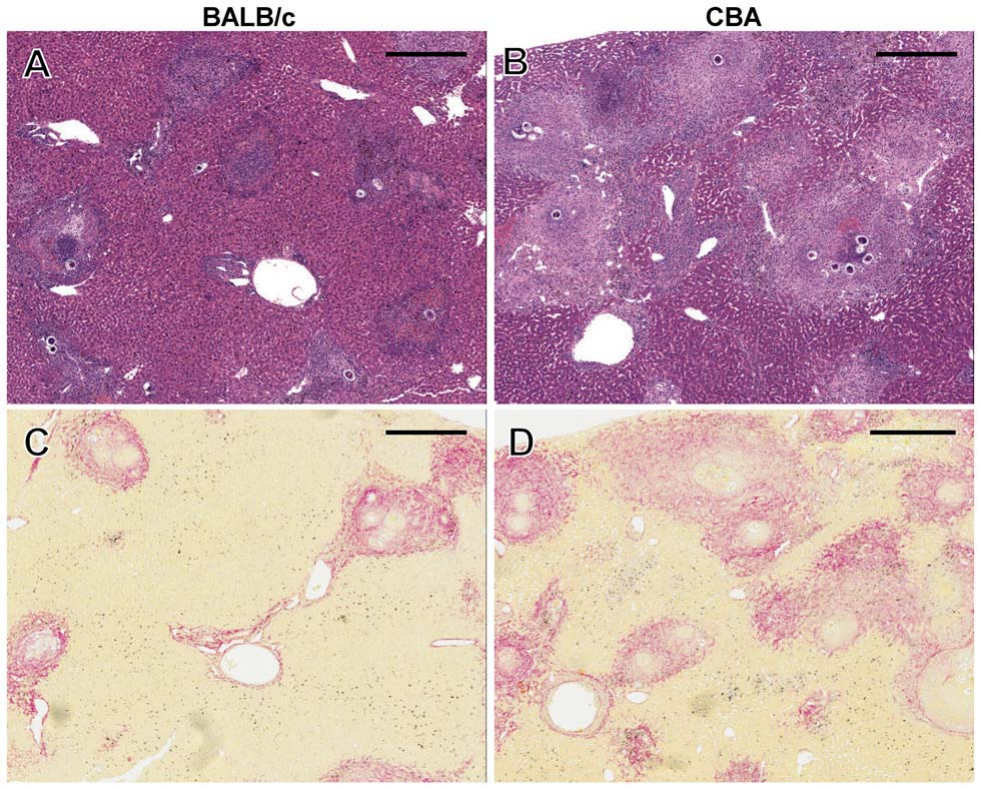
Histological staining highlights differences in tissue damage between BALB/c and CBA mice. Granulomatous pathology was more severe in CBA mice despite a similar egg burden (**A** and **B**; Haematoxylin and Eosin x40). Collagen deposition (red) was also greater in CBA mice (**C** and **D**; Sirius Red x40). All images were derived from mice at 7 weeks p.i. and were taken from murine livers with similar egg burdens. **A** and **C**; **B** and **D** were taken from sections of the same mouse. Scale bar equals 400 µm.

Hepatic fibrosis was induced more rapidly in the CBA mice compared to the BALB/c mice. This was reflected by significantly greater collagen deposition in the CBA mice at 7 weeks p.i., where collagen represented 6.7% of the total liver area, compared to 3.8% in BALB/c mice (Figures 1F, 2C and 2D) (2-Way ANOVA, p<0.05). Collagen deposition was comparable between the two strains at 9 weeks p.i., indicating that the BALB/c fibrotic response develops further over time to parallel that observed in CBA mice.

Leder staining indicated that neutrophil infiltration to the liver was significantly higher in the BALB/c mice at both 7 and 9 weeks p.i., with means of 16.6 and 31.9 neutrophils per high power field (/hpf) at these respective time-points compared to means of 3.6 and 11.2 neutrophils/hpf in the CBA mice (Figures 3A, 4A and 4B) (2-Way ANOVA, p<0.05).

**Figure 3:**
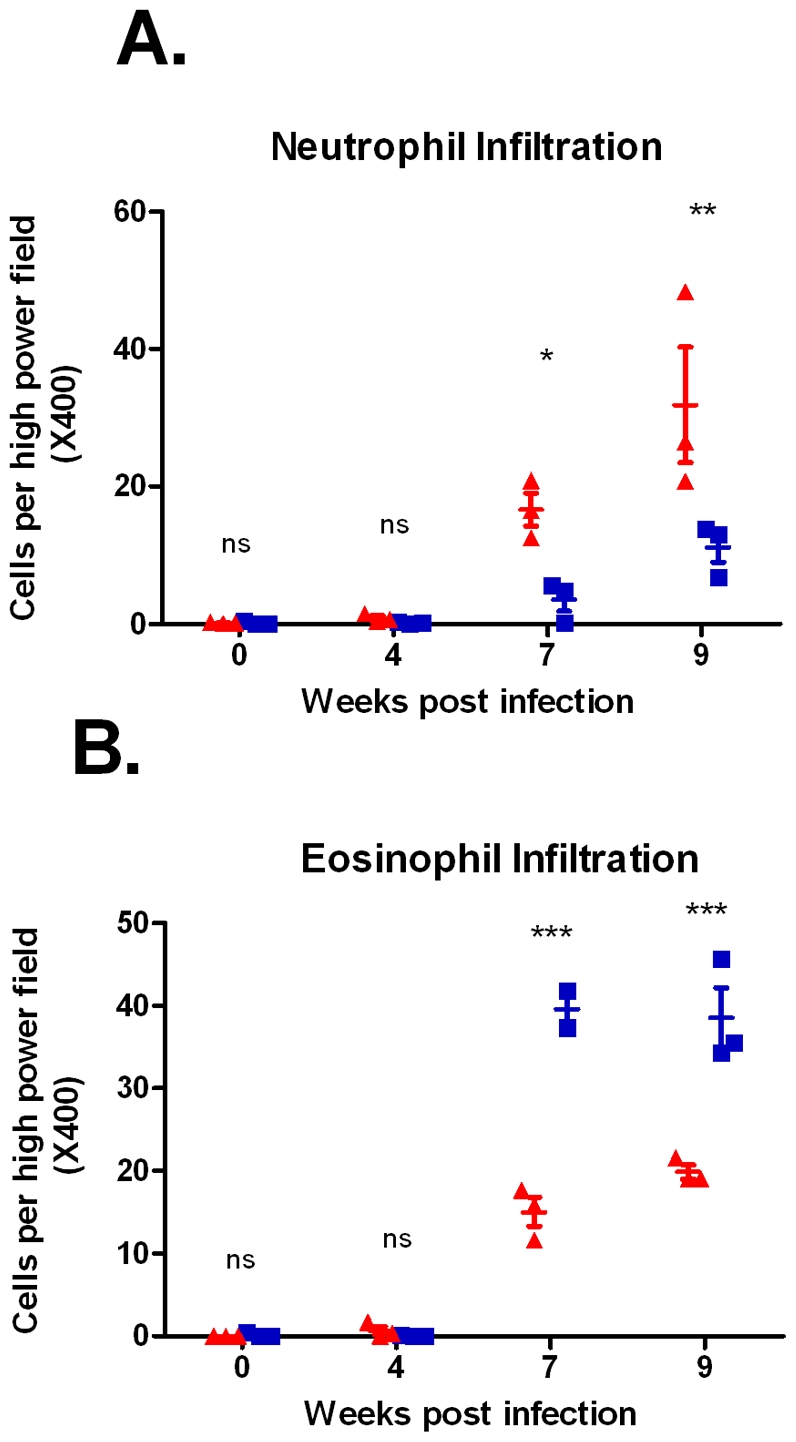
Comparison of cell infiltration in CBA mice and BALB/c mice. Hepatic neutrophil infiltration (**A**) was markedly higher in BALB/c mice compared to CBA mice. Conversely, eosinophil numbers (**B**) were significantly greater in CBA mice compared to BALB/c mice. Statistical significance between strains was determined using 2-Way ANOVA with Bonferroni post hoc tests. ▴ = BALB/c replicates, ▪ = CBA replicates, *** = p<0.001, ** = p<0.01, * = p<0.05, ns = no significant difference. Error bars represent mean with standard error of the mean (SEM).

**Figure 4:**
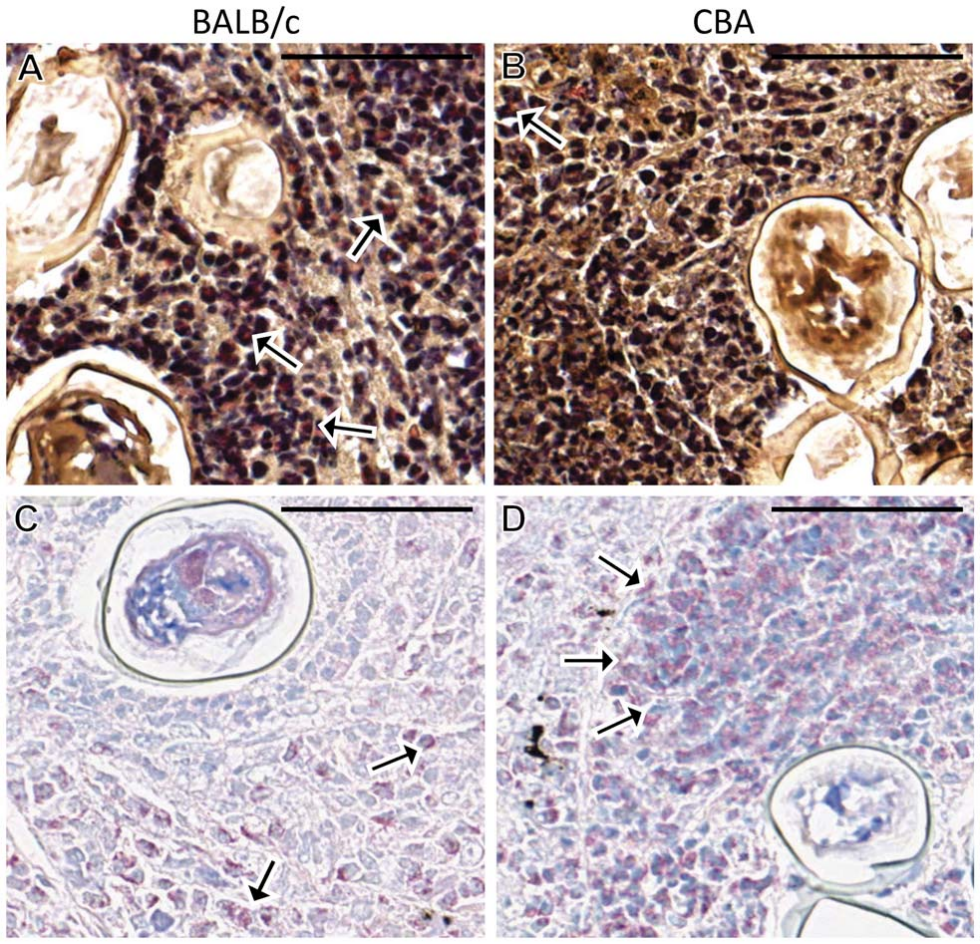
Cellular infiltration differs between BALB/c and CBA mice. Large areas of neutrophil accumulation (Leder stain; cells with pink cytoplasm indicated by arrows) adjacent to eggs were more common in BALB/c mice (**A**) compared with relatively scarce neutrophil accumulation in the granulomas of CBA mice (**B**). Conversely, large areas of eosinophil accumulation (Giemsa stain; cells with pink cytoplasms indicated by arrows) were more frequent in the granulomas of CBA mice (**D**) compared with those in BALB/c mice (**C**). All images were derived from mice at 7 weeks p.i. and were taken from murine livers with similar egg burdens and represent granulomas containing a similar number of eggs and at a similar stage of development. Scale bar = 50 µm (X400).

In contrast, Giemsa staining indicated that the eosinophilic response was significantly higher in CBA mice (Figures 3B, 4C and 4D) (2-Way ANOVA, p<0.001). Means of 39.6 and 38.5 eosinophils/hpf were present in the CBA livers at 7 and 9 weeks p.i. respectively, compared to means of 15.0 and 19.9 eosinophils/hpf in BALB/c mice at these same time-points.

### Microarray Analysis

#### Data normalisation and filtration

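Liver RNA from 12 BALB/c and 12 CBA mice was hybridised to 24 Illumina mouse whole-genome arrays, 1 array per mouse, and each array holds 45281 probes. Uninfected mice and mice 4, 7 and 9 weeks p.i. form 8 groups of 3 mice. The paper describes 1 µg of total RNA, biotinylated cRNA and mice aged 6 to 8 weeks, whereas the sample labels give 100 ng, the dye Cy3 and an age of 6 weeks, and the values cannot settle which holds. The arrays lie on 4 BeadChips of 6 arrays, which hold 4, 6, 6 and 5 of the groups. For each probe and array the authors deposited an average bead signal from GenomeStudio, neither background-subtracted nor scaled, and a detection score, which is 1 minus the detection p. The highest array median was 162.9, the median of the 24 array medians was 134, and 16647 to 19966 probes per array were detected (median 18141.5). On 12 arrays, those of a pair of BeadChips, the signals are whole numbers, and on the other 12 they have 1 decimal. Following the paper's methods, each array was multiplied so that its median equalled the median of all arrays, log2 was taken, and probes with a detection score of at least 0.95 on at least 12 of the 24 arrays were kept; 13293 of the probes kept were detected on every array. A single gene symbol could be given to 34885 of the probes on the array, 18 carry several symbols and were left unnamed, and 10378 carry none; 15588 of the probes kept are named, for 10146 genes. In counts each probe stands for a gene, as in the paper, and in gene lists each gene is represented by its probe with the highest mean signal. With 3 mice per group the number of arrays limits the precision. Groups were compared with limma, with 1 mean per group, a spread shared by all groups and Benjamini-Hochberg adjustment over the probes kept. Where a probe was not above background on any array of a group, only a bound is given: the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal called detected. For 4 infected mice the label and the authors' value table name opposite strains: BALB/c 7 weeks p.i. replicate 4, CBA 7 weeks p.i. replicate 5, CBA 9 weeks p.i. replicate 2 and BALB/c 9 weeks p.i. replicate 6. The value table holds log2 signals minus the uninfected mean of a strain, and it can be rebuilt within 3.52e-06 with 1 strain's mean but with errors of up to 6.09 with the other's. Of the 30 probes with the widest gap between the strains in uninfected mice and mice 4 weeks p.i., 25 to 30 lie on the side of the other strain in each of these 4 mice, and at least 29 lie on the labelled side in each of the other 8 mice at 7 and 9 weeks p.i. Each labelled group at 7 and 9 weeks p.i. thus holds 1 mouse that these probes place on the other strain's side. This shrinks level differences between the strains by the labels at these time-points. Differences in induction can shrink, grow or change sign, since the uninfected groups they are measured from hold no such mouse. The groups are still given first by the labels, and BALB/c and CBA stand for the labelled strain unless another source is named. Beside them stand values by the value table, that is with these 4 mice in its strains, and values from the 20 mice to which both sources give the same strain, which leaves 2 mice per group at 7 and 9 weeks p.i.; both were added after the values had been seen.

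**Figure D1:**
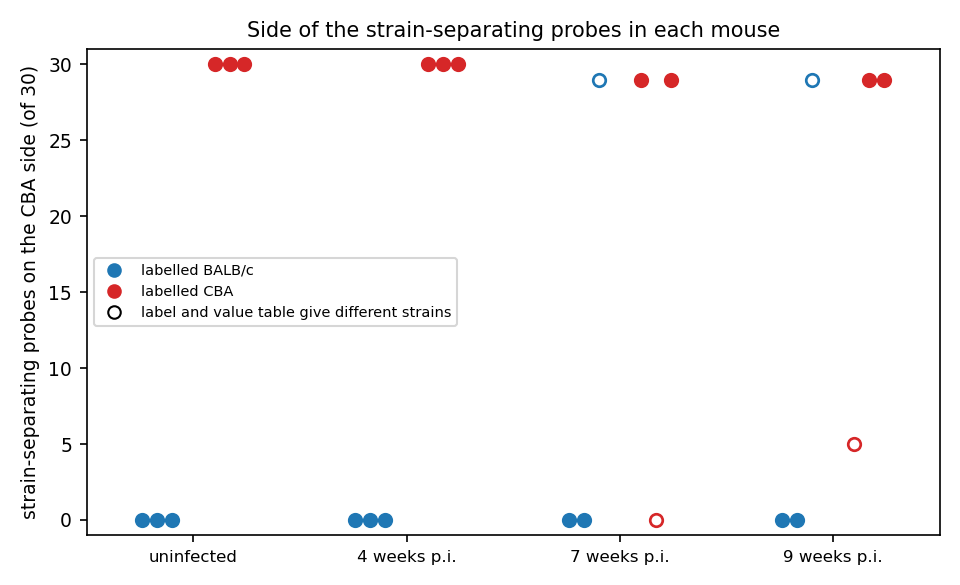
For each mouse (points, by weeks p.i. on the horizontal axis) the vertical axis gives how many of the 30 strain-separating probes lie on the CBA side; blue points are labelled BALB/c, red points CBA, and open points are the 4 mice whose label and value table differ. Open blue points sit at 29 and open red points at 0 and 5, while every filled point lies on its labelled side for at least 29 probes.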

Filtering of normalised expression data on the basis of detection score reduced the data set from 45,281 to 18,243 genes. Next, 2-Way ANOVA was applied, resulting in the identification of 8,937 differentially expressed genes over time in either BALB/c or CBA mice (2-Way ANOVA, p≤0.05). These gene lists were further refined to identify changes in expression with likely biological significance by applying a ±2-fold cut-off in at least one time-point for up- and down-regulated genes. 

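Infected livers gained transcripts of the bacterial pattern receptor *Cd14*, the acute phase protein *Saa3*, the calcium-binding *S100a11* and the collagen chain *Col6a1*, and lost those of the methyltransferase *Inmt*, the acyl-CoA thioesterase *Acot3* and the uridine phosphorylase *Upp2*. By 7 weeks p.i. *Cd14* had risen by a log2 fold change of 5.29 (standard error 0.27) in BALB/c and 5.47 in CBA mice, *Saa3* by 5.74 in BALB/c, and *S100a11* and *Col6a1* by 4.77 and 4.91 in CBA mice. *Inmt* changed by -3.82 in BALB/c and -5.48 in CBA mice, and in BALB/c mice *Acot3* changed by -4.12 and *Upp2* by -4.00. Of 23 cell cycle genes 20 rose, 0 fell and 3 did not pass the test at 7 weeks p.i. in either strain (21 rose in BALB/c and 20 in CBA mice when adjusted over the list alone), with medians of 2.06 and 2.07, or 1.86 and 1.98 with members below background at their bound (adjusted p = 0.13 and 0.15 with an estimated correlation). Counted over all time-points, 7475 genes changed in either strain by the labels (limma F-test over the 6 comparisons with uninfected mice), 7995 by the value table, 8393 in the 20 mice and 8067 with the BeadChip as a block. Among genes past the test at 7 weeks p.i., with no fold limit, 60.5% were up in BALB/c and 61.5% in CBA mice. After quantile normalization these shares were 47.2% and 44.9%, and after neqc 47.4% and 45.0%; the median over all genes was then lower, having moved from 0.03 to -0.09 and -0.13 in BALB/c and from 0.02 to -0.12 and -0.16 in CBA mice.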

In the CBA mice, 2,938 genes exhibited at least a 2-fold change in expression over time, as did 2,937 genes in the BALB/c mice. These gene lists were further subdivided into lists of genes showing ≥2-fold up-regulation or ≥2-fold down-regulation for at least one individual time-point. 

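Large falls of single genes at 9 weeks p.i. included those of a carbonic anhydrase and a carboxylesterase: *Car3* changed by -6.59 and *Ces1f* by -5.58 on the log2 scale in BALB/c mice, and by -4.36 and -5.44 in CBA mice. At 4 weeks p.i. the acute phase gene *Saa3* was already up by 3.67 in BALB/c mice, with falls of the keratin *Krt23* (-3.21) and of the clock output gene *Dbp* (-2.36), while in CBA mice the largest falls were small, -1.20 for *Gstt2* and -1.15 for *Gadd45a*. By the labels, 2862 genes changed at least 2-fold in BALB/c and 2875 in CBA mice at 1 or more time-points; the value table gave 2957 and 2947, the 20 mice 2837 and 2770, and the BeadChip as a block 2852 and 2902. In BALB/c mice 269 genes were up and 21 down at least 2-fold at 4 weeks p.i., 1808 and 727 at 7 weeks, and 1445 and 698 at 9 weeks p.i. The corresponding counts in CBA mice were 230 and 4, 1915 and 737, and 1587 and 647. Fitted with the BeadChip as a block, the counts up and down were 277 and 24, 1812 and 745, and 1407 and 632 in BALB/c mice, and 144 and 8, 1893 and 729, and 1585 and 693 in CBA mice. After neqc the counts were 467 and 32, 2071 and 1487, and 1803 and 1380 in BALB/c mice, and 441 and 14, 2187 and 1715, and 1949 and 1419 in CBA mice. Single mice moved the 4-week counts: in BALB/c mice 127 were up without BALB/c 4 weeks p.i. replicate 1 and 174 without BALB/c uninfected replicate 4, and in CBA mice 131 without CBA uninfected replicate 3, 142 without CBA 4 weeks p.i. replicate 2 and 138 without CBA 4 weeks p.i. replicate 6. Falls at 4 weeks p.i. numbered 12 in BALB/c mice without BALB/c 4 weeks p.i. replicate 4 and 13 without BALB/c uninfected replicate 1, and between 1 and 8 in CBA mice, a range reached without CBA 4 weeks p.i. replicate 6 and without CBA uninfected replicate 6. In BALB/c mice at 7 weeks p.i. 461 genes were down without BALB/c 7 weeks p.i. replicate 4, a mouse that the value table gives as CBA.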

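*Sort1* encodes sortilin, a sorting receptor of hepatocytes that takes part in lipoprotein secretion. Uninfected CBA mice already had a higher level of *Sort1* than uninfected BALB/c mice, by 2.27 (standard error 0.19, adjusted p = 2.2e-06) on the log2 scale. Infection raised it by 2.39 at 7 weeks and 2.58 at 9 weeks p.i. in BALB/c mice, against 0.53 (adjusted p = 0.041) and 0.44 (adjusted p = 0.093) in CBA mice, so that the induction was lower in CBA mice by a log2 difference of -1.86 (adjusted p = 0.013) and -2.14 (adjusted p = 0.0026) by the labels. The differences were -2.12 (adjusted p = 4.4e-04) and -2.51 (adjusted p = 7.7e-05) by the value table and -1.85 (adjusted p = 0.0026) and -2.35 (adjusted p = 3.0e-04) in the 20 mice. With the labelled strains but the values of the authors' table in place of the signals, the difference at 7 weeks p.i. was -0.35 (adjusted p = 1.0). That setting cannot test *Sort1*. If the labels hold, the mice with conflicting strains carry the wrong uninfected mean there, and part of the uninfected gap enters the difference. If the value table holds, as the strain-separating probes favour, that mean is right but the labelled groups mix the strains. Part of the uninfected gap then enters the differences of -1.86 and -2.14 by the labels. Different induction was tested in limma as the change from a strain's own uninfected mice in CBA minus that in BALB/c, jointly over the 3 time-points. By the labels 8 genes passed, by the value table 199, in the 20 mice 336, or 247 with the detection filter recomputed over those 20 arrays, and with the BeadChip as a block 8 by the labels and 210 by the value table. Leaving out 1 labelled mouse at a time gave 4 to 21 genes, the lowest without CBA uninfected replicate 3 and the highest without BALB/c 9 weeks p.i. replicate 6, and in 14 of the 24 fits the count moved by more than 1.5 times. A 2-way ANOVA on baselined values called 742 genes by the labels and 1733 by the value table.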

Notably, 1,733 genes were identified whose expression differed significantly between the two mouse strains (2-Way ANOVA, p≤0.05; Table S4). Of these, 687 genes showed at least ±2-fold differential expression. This list was then subdivided into lists of genes showing greater expression in either BALB/c or CBA mice at each time-point. 

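By the value table, the alpha-1-antitrypsin gene *Serpina1e* and the membrane protein *Emp1* were induced more in CBA mice at 7 weeks p.i., by log2 differences of 3.39 (adjusted p = 0.0017; 3.68 in the 20 mice) and 2.14 (adjusted p = 0.011; 2.23). Pantetheinase *Vnn3* and *Saa3* were induced less in CBA mice, with -2.41 (-2.49 in the 20 mice) and -2.17 (adjusted p = 0.0040; -2.61). By 9 weeks p.i. the pheromone carriers *Mup6* and *Mup3* had fallen less in CBA mice, by 4.30 (adjusted p = 0.0026) and 3.63, while the fasting hormone *Fgf21* was induced less, with -3.28 (adjusted p = 3.0e-05; -3.24 in the 20 mice). None of these genes passed by the labels, where the values were -0.27, 1.43, -2.23, -1.49, 2.47, 2.20 and -2.29 in the same order. At least 2-fold different induction was found for all 8 genes by the labels, for 179 of the 199 by the value table and for 284 of the 336 in the 20 mice. Single time-points, by the labels and by the value table, gave 3 and 91 genes with higher induction in CBA mice and 2 and 40 with lower induction at 7 weeks p.i., and 3 and 43 higher and 2 and 88 lower at 9 weeks p.i. At 4 weeks p.i. limma called 0 genes by the labels, where 664 had an unadjusted p under 0.05, and 1 by the value table, the lysozyme gene *Lyz1* with 1.62.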

The overlap between these lists throughout the time-course of infection and between the two strains is shown in Figure 5.

**Figure 5:**
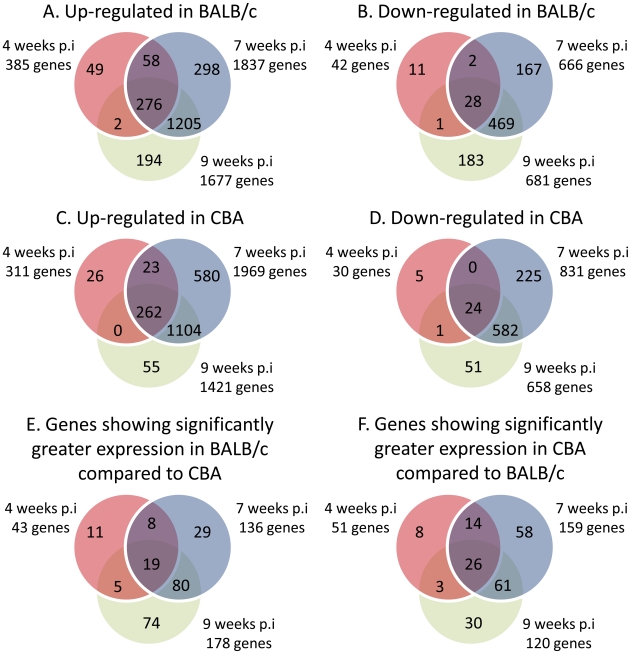
Venn diagrams to illustrate the overlap between genes showing significantly altered expression. **A** and **B** are derived from the list of 2,937 genes which were significantly changing over time in BALB/c mice (2-Way ANOVA, p<0.05). **A** shows the overlapping expression of genes within this 2,937 gene list that were significantly up-regulated at either 4, 7 or 9 weeks p.i. **B** demonstrates the overlap of expression for genes which were down-regulated at either 4, 7 or 9 weeks p.i. Similarly, **C** and **D** correspond to the 2,938 genes showing differential expression over time in CBA mice (2-Way ANOVA, p<0.05), where **C** represents up-regulated genes and **D** represents down-regulated genes. The majority of these genes show overlapping expression between 7 and 9 weeks p.i. **E** and **F** represent the 687 genes which were differentially expressed between strains (2-Way ANOVA, p<0.05). **E** depicts the overlapping expression of genes which were more highly expressed in BALB/c mice at either 4, 7 or 9 weeks p.i. **F** demonstrates the overlapping time-points at which genes transcribed at much higher levels in CBA mice were expressed.

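The galectin *Lgals3* and the glycoprotein *Gpnmb*, which macrophages of injured tissue make, are examples of genes up at 7 and again at 9 weeks p.i.: *Lgals3* by 4.06 and 3.65 in BALB/c and 4.43 and 4.23 in CBA mice, and *Gpnmb* by 3.55 and 4.09 in BALB/c and at least 14.5-fold and 12.3-fold in CBA mice. Of the genes up at least 2-fold at 7 weeks p.i., 1271 were also up at 9 weeks in BALB/c mice (70.3%) and 1500 in CBA mice (78.3%). Among those down at 7 weeks p.i., 539 (74.1%) and 501 (68.0%) were down again at 9 weeks; after neqc these counts were 1004 and 1036, with 1590 and 1836 genes up at both time-points. Of the genes up at 4 weeks p.i., 242 of 269 in BALB/c and 214 of 230 in CBA mice were also up at 7 weeks. Independent lists of these sizes would share 143 and 167 genes up and 27.8 and 26.1 genes down. In 20 simulations of unchanged groups against the same uninfected mice 0 were shared. Unchanged groups are rarely called, so this count cannot show what the shared uninfected mice add. The covariance of the log2 fold changes at 7 and 9 weeks p.i. was 0.67 in BALB/c and 0.75 in CBA mice, against 0.04 in the simulations. In the simulations the shared uninfected mice alone gave this 0.04, so they account for only a small part of the covariance. How much they add to the shared calls was not measured, since 3 of them cannot be split into sets of 2. A BeadChip block gave 1248 and 1484 genes up and 502 and 523 down at both time-points, and by the value table 1474 and 1361 were up and 482 and 593 down.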

#### Functional annotation analysis

Gene-lists were analysed by functional annotation clustering using DAVID. This enabled the identification of common biological clusters or themes associated with progression of infection in both mouse strains (Tables S5 and S6) and differences in key biological themes that may have contributed to the observed differences in pathology.

#### Up-regulated genes are associated primarily with inflammation and immunology

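Class II molecules that present antigen to T cells rose in infected livers of both strains: at 7 weeks p.i. *H2-Eb1* by a log2 fold change of 3.05 in BALB/c and 4.10 in CBA mice, and the invariant chain *Cd74* by 2.74 and 3.84. Monocyte and macrophage genes rose with them, among them the surface antigen *Ly6c1* (4.40 and 3.99), as did the T cell receptor chain *Cd3g* (1.76 and 1.71), the T cell and NK cell chemokine *Ccl5* (2.03 and 1.50) and the scavenger receptor *Marco* of Kupffer cells (3.46 and 2.31). The B cell attractant *Cxcl13* rose by 4.03 in BALB/c mice and at least 12.6-fold in CBA mice, and *Mzb1*, which plasma cells need to assemble antibody, by 4.08 and at least 21.8-fold. The gene lists used were fixed before the data were examined. Of 12 dendritic cell and MHC class II genes 11 rose, 0 fell and 1 did not pass the test in BALB/c mice and 12, 0 and 0 in CBA mice (when adjusted over the list alone, 12 rose and 0 fell in BALB/c mice and 12 and 0 in CBA mice). Among 13 monocyte and inflammatory macrophage genes 12 rose, 0 fell and 1 did not pass the test in BALB/c mice and 13, 0 and 0 in CBA mice (when adjusted over the list alone, 12 rose and 0 fell in BALB/c mice and 13 and 0 in CBA mice). The 28 chemokines divided in the same way into 20, 2 and 6 in BALB/c mice and 21, 2 and 5 in CBA mice (when adjusted over the list alone, 21 rose and 3 fell in BALB/c mice and 21 and 3 in CBA mice). Medians in BALB/c and CBA mice were 2.36 and 2.77 for the class II list (2.36 and 2.63 with members below background at their bound), 1.95 and 2.15 for the monocyte list and 2.16 and 2.25 for the chemokines (2.10 and 2.25 at the bound). These were, with the BeadChip as a block, 2.36 and 2.51, 1.95 and 2.36 and 2.16 and 2.15. The rise of each of the 3 lists stood above that of other genes in limma's camera test with a preset correlation of 0.01; with an estimated correlation only the monocyte list held (adjusted p = 0.025 and 0.037), while the class II list gave 0.10 and 0.086 and the chemokines 0.051 and 0.082. Of 11 T cell genes 8 rose and 1 fell in BALB/c and 6 rose in CBA mice (9, 1 and 8 when adjusted over the list alone; medians 0.85 and 0.92, 0.50 and 0.40 at the bound), of 8 B cell and plasma cell genes 6 rose in each strain (6 and 7 when adjusted over the list alone; medians 1.00 and 0.73, 0.91 and 0.60 at the bound), and of 5 NK cell and cytotoxic genes 4 and 3 (4 and 3 when adjusted over the list alone; medians 0.83 and 0.71). Of 9 Kupffer cell genes 6 rose in each strain (7 and 6 when adjusted over the list alone; medians 1.06 and 1.20), and of 5 mast cell and basophil genes 5 and 4 (5 and 4 when adjusted over the list alone; 1.41 and 0.96 at the bound).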

*General pattern of expression:* Genes that were up-regulated over the course of *S. japonicum* infection were associated with immune system processes, inflammatory responses, antigen processing and presentation, T-cell activation, cell migration, chemokine and cytokine activity and wound healing. This was a common expression pattern for both the BALB/c and CBA mice.

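Among acute phase genes of hepatocytes, *Lcn2* rose by 4.47 in BALB/c and 4.46 in CBA mice at 7 weeks p.i., *Saa2* by 4.10 and 3.43 and *Orm2* by 3.36 and 3.10; their differences in induction by the labels, -0.01, -0.68 and -0.26, did not pass (adjusted p = 1.0 each). Of 21 acute phase genes 10 rose, 0 fell and 11 did not pass the test in BALB/c mice and 9, 1 and 11 in CBA mice (when adjusted over the list alone, 11 rose and 0 fell in BALB/c mice and 10 and 1 in CBA mice; medians 0.45 and 0.52). The type I interferon response list stayed largely below the test at 7 weeks p.i., with 1 of 14 members up in BALB/c mice (*Oas2*, 1.94) and 1 down in CBA mice (*Ifi27*, -1.02). When this list was adjusted alone, 1 member rose in BALB/c mice and 0 fell in CBA mice. Its medians were 0.87 and -0.30, and the median difference in induction was -1.23 by the labels, -0.43 by the value table and -0.75 in the 20 mice. Across the 18243 genes the log2 fold changes of the strains correlated with a Pearson r of 0.60 at 4 weeks, 0.91 at 7 weeks and 0.87 at 9 weeks p.i. (Spearman 0.42, 0.84 and 0.73); genes are not independent replicates, so no p is given, and the strains share no uninfected mice. The BeadChip block gave r of 0.59, 0.91 and 0.88. Of the genes past the test in both strains, 249 of 249 had the same sign at 4 weeks, 4758 of 4760 at 7 weeks and 3875 of 3876 at 9 weeks p.i. Of the 40 gene lists, 30 passed camera at 7 weeks p.i. in BALB/c and 31 in CBA mice with the preset correlation, and 31 in each with the BeadChip as a block. With an estimated correlation 1 passed in BALB/c mice (monocytes and inflammatory macrophages) and 3 in CBA mice (this list, stellate cells and myofibroblasts, and fatty acid oxidation), against 12 and 12 by the value table and 16 and 15 in the 20 mice.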

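*Gbp2* and *Irf8* answer to interferon gamma, the signature cytokine of Th1 cells, and *Il33* and *Il4* belong to the Th2 response. *Gbp2* rose at 7 weeks p.i. by 1.75 in BALB/c and 2.77 in CBA mice and *Irf8* by 1.76 and 1.92. Of 16 Th1 and interferon gamma response genes 12 rose, 0 fell and 4 did not pass the test in BALB/c mice and 10, 0 and 6 in CBA mice (when adjusted over the list alone, 12 rose and 0 fell in BALB/c mice and 10 and 0 in CBA mice; medians 1.21 and 0.92). Of 6 Th2 genes 4 rose, 0 fell and 2 did not pass in either strain (4 and 4 rose when adjusted over the list alone; medians 1.48 and 1.60, or 1.31 and 1.12 at the bound). The difference in induction between the strains at 7 weeks p.i. had a median of -0.13 for the Th1 list (adjusted p = 0.65 by camera) and 0.06 for the Th2 list (adjusted p = 0.77) by the labels, and of 0.03 (adjusted p = 0.85) and 0.44 (adjusted p = 0.11) by the value table. In the 20 mice the medians were -0.04 (adjusted p = 0.56) and 0.38 (adjusted p = 0.44). A test that misses the threshold does not show equal induction. Data were simulated with the spread that these arrays have with the strains of the value table. In them limma recovered 23 of 67 genes with a 2-fold and 62 of 66 with a 4-fold different induction at 7 weeks p.i. There were 5 false calls among 18243 probes. Recovery with the spread by the labels was not simulated.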

*Th1 and Th2-associated gene expression is similar in both mouse strains:* Key cytokines associated with polarised Th1/Th2 responses showed no significant difference in expression between the two mouse strains (Table 1). Hepatic expression of Th1 associated genes Interleukin-1α (*IL-1α*), Interferon-γ Receptor 1 (*IFN-γR1*), Tumour Necrosis Factor-α (*TNF-α*) and Signal Transducers and Activators of Transcription 1 (*STAT1*) was significantly up-regulated over time in both BALB/c and CBA mice (1-Way ANOVA, p<0.05). 

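Over the 3 time-points, limma's F-test against uninfected mice of the same strain called *Il1a*, *Ifngr1* and *Tnf* in both strains by the labels. The interleukin *Il1a* (probe ILMN_1243066) had an adjusted p of 1.5e-06 in BALB/c and 8.8e-05 in CBA mice, the receptor chain *Ifngr1* 1.9e-07 and 4.6e-07 and *Tnf* 0.0049 and 0.019. A further probe of *Il1a* (ILMN_1227018) gave 0.0012 and 0.021. For different induction between the strains the F-test gave adjusted p = 0.79 for *Il1a*, 0.99 for *Ifngr1* and 0.96 for *Tnf* by the labels, and 0.86, 0.97 and 0.51 by the value table; in the 20 mice it gave 0.053, 0.91 and 0.26. Probe ILMN_1227018 of *Il1a* gave 0.87 by the labels, 0.18 by the value table and 0.020 in the 20 mice, where it passed.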

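*Cxcl9* is a chemokine that the interferon gamma signal switches on. *Cxcl9* was up by 3.72 in BALB/c and 3.73 in CBA mice (standard error 0.35) at 4 weeks p.i., by 2.10 and 2.35 at 7 weeks and by 1.25 and 1.39 at 9 weeks. As a list, the interferon gamma response genes had 11 of 16 members up at 4 weeks p.i. in BALB/c (16 when adjusted over the list alone) and 9 in CBA mice (14), with medians of 1.44 and 1.24 and camera adjusted p with an estimated correlation of 0.016 and 0.0059. By 9 weeks p.i. 5 members were up in BALB/c and 4 in CBA mice, and 1 was down in each.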

*STAT1* showed an expression pattern typical of the early schistosome-induced Th1 response, peaking at 4 weeks p.i. and declining thereafter in both strains. 

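*Il1a* (probe ILMN_1243066) was up at every time-point, by 0.75, 1.83 and 1.09 at 4, 7 and 9 weeks p.i. in BALB/c mice and by 0.82, 1.29 and 0.56 in CBA mice (standard error 0.18). Probe ILMN_1227018 of *Il1a* gave 0.76, 1.78 and 0.95 in BALB/c and 1.06, 1.09 and 0.50 in CBA mice. *Tnf* was below background in all uninfected mice and rose at least 2.15-fold at 7 weeks p.i. in BALB/c mice (adjusted p = 9.3e-04) and at least 1.48-fold in CBA mice (adjusted p = 0.0041); at 9 weeks p.i. it passed in CBA mice, at least 1.18-fold, but not in BALB/c mice (adjusted p = 0.23). *Ifngr1*, the interferon gamma receptor chain, rose by 1.50 at 7 weeks and 1.43 at 9 weeks p.i. in BALB/c mice and by 1.38 and 1.35 in CBA mice (standard error 0.15), so that within each strain the later time-points lay closer together than this error. Its values by the value table were 1.34 and 1.44 in BALB/c and 1.54 and 1.34 in CBA mice.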

Expression of *IL-1α* and *TNF-α* peaked at 7 weeks p.i. in both strains, whereas *IFN-γR1* expression peaked at 9 weeks p.i. in BALB/c mice and at 7 weeks p.i. in CBA mice. 

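The alarmin *Il33*, which epithelial and stellate cells release, rose by 1.76 at 7 weeks and 1.36 at 9 weeks p.i. in BALB/c mice and by 2.24 and 1.88 in CBA mice (standard error 0.23; F-test over time, adjusted p = 2.3e-06 and 8.7e-08 in BALB/c and CBA mice). *Il4i1*, an enzyme that interleukin 4 induces, rose by 1.40 at 7 weeks p.i. in BALB/c mice, with 0.50 (adjusted p = 0.24) at 9 weeks, and by 1.62 and 1.58 in CBA mice (adjusted p = 0.0076 and 6.7e-04). *Il10ra* was up by 1.56 at 7 weeks p.i. in BALB/c mice (adjusted p = 0.020) and at least 2.16-fold and 1.98-fold at 7 and 9 weeks p.i. in CBA mice; over time it gave adjusted p = 0.065 and 0.038, and 8.3e-05 and 0.015 by the value table. *Il13* did not pass over time in either strain (adjusted p = 0.97 and 0.72, and 0.81 and 0.15 by the value table), and its log2 changes lay between -0.01 and 0.15. Different induction of *Il33*, *Il4i1*, *Il10ra* and *Il13* had F-test adjusted p = 0.91, 0.85, 0.89 and 1.0 by the labels and 0.54, 0.95, 0.81 and 0.69 by the value table. The level of *Il10ra* in infected livers was lower in CBA than in BALB/c mice by the value table, by -1.43 (adjusted p = 0.0021) at 7 weeks p.i. (-1.55, adjusted p = 7.0e-05 in the 20 mice, and -0.63, adjusted p = 1.0 by the labels).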

Expression of Th2-associated profibrotic cytokines Interleukin-10 Receptor Alpha (*IL-10Rα*), Interleukin-4 (*IL-4*), Interleukin-13 (*IL-13*), Interleukin-33 (IL-33) and Interluekin-4-inducible 1 (Il4i1) was significantly increased over time in both mouse strains (1-Way ANOVA, p<0.05) but did not differ significantly between strains (2-Way ANOVA p>0.05). 

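*Il4*, the cytokine that starts and sustains Th2 differentiation, was not above background in uninfected mice of either strain. It rose at least 2.33-fold at 7 weeks (adjusted p = 1.1e-04) and at least 1.58-fold at 9 weeks p.i. (adjusted p = 0.0055) in BALB/c mice, and at least 2.18-fold (adjusted p = 7.5e-05) and at least 2.41-fold (adjusted p = 4.1e-05) in CBA mice. The value table gave at least 1.86-fold and 1.99-fold in BALB/c and at least 2.73-fold and 1.91-fold in CBA mice. Bounds within a strain share the uninfected value, so their order is that of the infected levels. By the value table the level was thus higher at 9 weeks in BALB/c and at 7 weeks p.i. in CBA mice, and by the labels the reverse. The change from 7 to 9 weeks p.i. was not tested. For *Il13*, whose product acts on stellate cells, the standard error of each change was 0.14, and the largest change, in CBA mice at 7 weeks p.i. by the value table, was 0.23 (adjusted p = 0.15).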

*IL-4* expression peaked at 9 weeks p.i. in BALB/c mice, and at 7 weeks p.i. in CBA mice; *IL-13* showed peak expression in BALB/c mice at 7 weeks p.i. and in CBA mice at 9 weeks p.i. 

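Interferon gamma (*Ifng*), made by T and NK cells, was detected on 8 arrays by 1 probe and on 4 by the other, all of them of infected mice. *Il12a*, a subunit of the cytokine that drives Th1 differentiation, was detected on 5 arrays, its receptor chain *Il12rb1* on 6 and 1 by its 2 probes and *Il12rb2* on 0, and no probe of the other subunit is named. *Il4ra* was detected on 10 arrays, 9 of infected mice and 1 of an uninfected mouse, and *Il5* on 1. *Il6* was detected on 0 arrays, and *Nos2*, the nitric oxide synthase of classically activated macrophages, on 11 by 1 probe and 0 by the other. All fall short of the 12 arrays of 24 that the filter asks for, so limma was not run on them and no change is given.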

Other Th1/Th2 associated genes such as IFNγ, IL-12, IL-12R and IL-4R were unmeasurable by microarray analysis (i.e did not exhibit significant signal relative to background).

**Table 1:** Microarray expression patterns for genes of interest in BALB/c and CBA mice.

	Expression fold-change* relative to uninfected mice						
	BALB/c			CBA			
Gene Description	4 wks	7 wks	9 wks	4 wks	7 wks	9 wks	Probe ID
***Up-regualted genes***							
Pro-Platelet Basic Protein (PPBP)	4.2	20.9	15.2	1.0	4.4	2.5	ILMN_2908435 ILMN_1228102
Cathepsin G (CTSG)	1.9	78.3	82.7	1.1	26.2	14.2	ILMN_1220236
Neutrophilic Granule Protein (NGP)	2.2	136.0	171.0	1.1	50.7	24.1	ILMN_1228832
Myeloperoxidase (MPO)	3.1	109.7	121.4	1.2	52.3	26.9	ILMN_2925094 ILMN_2719256 ILMN_2600421 ILMN_1249030
S100 Calcium Binding Protein A8 (S100A8)	3.1	67.0	65.9	2.0	191.0	164.8	ILMN_2710905
Chemokine (C-C motif) Ligand 24, Eotaxin-2 (CCL24)	1.8	2.1	2.2	5.2	15.8	7.7	ILMN_1225406
Eosinophil-Associated Ribonuclease A, Family Member 11 (EAR11)	1.5	13.9	54.6	1.6	160.8	115.7	ILMN_2890019
Mannose Receptor C, Type 1 (MRC1)	1.3	1.6	1.2	1.4	3.3	2.3	ILMN_1239430
Chitinase 3-Like 3 (CHI3L3)	1.3	40.6	66.3	1.3	111.3	74.8	ILMN_3117876
Resistin like alpha (RETNLA)	1.0	4.6	25.5	1.4	130.9	111.9	ILMN_1226472
***Down-regulated genes***							
Cytochrome P450, Family 2, Subfamily A, Polypeptide 4 (CYP2A4)	−1.3	−5.7	−6.3	−1.6	−45.0	−39.3	ILMN_1250364
Cytochrome P450, Family 2, Subfamily B, Polypeptide 10 (CYP2B10)	−1.8	−8.7	−16.6	−1.5	−41.0	−40.0	ILMN_2594926
Cytochrome P450, Family 2, Subfamily B, Polypeptide 23 (CYP2B23)	−1.9	−9.1	−11.0	−1.4	−54.8	−53.1	ILMN_2976211
***Fibrotic genes***							
Collagen Type 1, Alpha 1 (COL1A1)	1.7	36.3	31.6	1.3	40.0	21.0	ILMN_2687872
Chemokine (C-X-C motif) Ligand 1 (CXCL1)	−1.4	4.3	4.2	1.3	4.7	5.8	ILMN_2763245
Tissue Inhibitor of Metalloproteinase 1 (TIMP1)	1.4	52.9	43.6	1.5	109.2	60.3	ILMN_2769918 ILMN_3103896
Matrix Metallopeptidase-12 (MMP12)	1.3	5.0	4.8	1.4	47.7	28.8	ILMN_1250421
Matrix Metallopeptidase-13 (MMP13)	2.8	4.6	1.9	2.0	57.1	21.9	ILMN_2737685
Platelet-Derived Growth Factor-Beta (PDGF-β)	1.4	2.7	2.3	1.5	3.7	2.4	ILMN_2618714
Transforming Growth Factor-Beta 1 (TGF-β1)	1.5	3.6	3.0	1.2	2.9	2.0	ILMN_2711461
Connective Tissue Growth Factor (CTGF)	1.1	1.8	1.9	1.1	2.2	1.9	ILMN_2711461 ILMN_2909150
Actin Alpha-2 Smooth Muscle Aorta (ACTA2)	−1.2	1.8	1.9	1.2	2.0	2.0	ILMN_2710353 ILMN_2710354 ILMN_2693895 ILMN_2923445
***Th1 genes***							
Interferon-Gamma Receptor 1 (IFN-γr1)	1.4	2.5	2.7	1.5	2.9	2.5	ILMN_2651575
Tumour Necrosis Factor-Alpha (TNF-α)	1.7	2.8	2.3	1.5	2.0	1.4	ILMN_2899863
Interleukin-1 Alpha (IL-1α)	1.7	3.6	1.9	1.8	2.3	1.5	ILMN_1243066 ILMN_1227018
Signal Transducers and Activators of Transcription 1 (STAT1)	3.6	2.3	1.7	2.3	1.9	1.2	ILMN_2655721 ILMN_2593196 ILMN_2510233
***Th2 genes***							
Interleukin-4 (IL-4)	1.4	2.5	2.7	1.4	4.1	2.9	ILMN_2931334
Interleukin-10 Receptor Alpha (IL-10rα)	2.5	3.9	2.6	1.4	2.3	1.7	ILMN_1219946
Interleukin-13 (IL-13)	1.1	1.5	1.1	1.2	1.4	1.8	ILMN_2927131
Interleukin-33 (IL-33)	−1.1	3.0	2.6	−1.0	5.3	3.7	ILMN_1259747
Interleukin-4 inducible 1 (IL4i1)	1.8	2.3	1.9	1.9	3.6	2.2	ILMN_2733778

*Expression is presented as fold-change relative to uninfected controls for each strain. Negative values represent down-regulation. Fold changes were averaged for genes represented by two or more probes.

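*Mmp13*, a collagenase, and *Ltf*, the lactoferrin of neutrophil granules, show how far strain differences depend on the source of the strain: at 7 weeks p.i. *Mmp13* stood higher in CBA mice by 0.89 by the labels and 3.40 by the value table, and *Ltf* was lower, by -1.76 and -4.99. Only the second value of each gene passed the test. By the labels the strains differed in level in 149 genes in uninfected mice and 45 at 4 weeks p.i., and limma called 0 at 7 weeks and 0 at 9 weeks p.i., where 510 and 2530 genes had an unadjusted p under 0.05. The value table gave 838 genes that differed in uninfected mice, 797 at 4 weeks, 997 at 7 weeks and 1632 at 9 weeks p.i. In the 20 mice the counts were 1362, 1228, 1021 and 1380. A BeadChip block gave 91, 10, 0 and 0 by the labels and 990, 754, 1059 and 2000 by the value table, and t-tests without limma's moderation by the labels called 68, 17, 0 and 2. By the labels, leaving out 1 mouse at a time gave 32 genes in uninfected mice without CBA uninfected replicate 6 and 439 without CBA 9 weeks p.i. replicate 2, 9 genes at 4 weeks p.i. without BALB/c 4 weeks p.i. replicate 1 and 249 without CBA 9 weeks p.i. replicate 2, and for the level difference between strains, 9 weeks p.i., 250 without CBA 9 weeks p.i. replicate 3 and 201 without BALB/c 9 weeks p.i. replicate 6. For different induction in the 20 mice, 8 genes were higher and 26 lower at least 2-fold in CBA mice at 4 weeks, 104 and 80 at 7 weeks and 64 and 100 at 9 weeks p.i.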

*Genes differentially expressed in BALB/c and CBA mice:* The majority of differentially up-regulated genes between strains occurred at the 7 and 9 week time-points, and coincided with the greatest difference in hepatic granulofibrosis between strains (Figure 1C and 1F). The specific fold changes of genes referred to in this and subsequent sections are summarised in Table 1.

Up-regulated genes showing differential expression between the two strains were predominantly associated with biological clusters including “Immune Response”, “Chemokine and Cytokine Activity”, “Inflammatory and Wound Response”, “Cell Activation” and “Cell Migration and Locomotion” (Table 1). Prominent genes detected within these clusters were specifically associated with neutrophils, eosinophils, macrophages and fibrosis.

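Primary granule genes, which promyelocytes transcribe, were below background in uninfected mice of both strains (5 of 5), so the strains were compared by the level in infected livers. That level was lower in CBA than in BALB/c mice at 9 weeks p.i. by the value table and in the 20 mice, with a median log2 difference of -0.25 by the labels, -2.26 by the value table and -1.94 in the 20 mice (adjusted p = 0.98, 0.036 and 0.035 in that order, by camera with an estimated correlation). The median at 7 weeks p.i. was -0.50 by the labels, -1.21 by the value table and -1.31 in the 20 mice (adjusted p = 0.88, 0.091 and 0.047). Alternatively activated macrophage genes were induced more in CBA mice at 7 weeks p.i. by the value table and in the 20 mice, with 0.33 by the labels, 1.07 by the value table and 1.05 in the 20 mice (adjusted p = 0.93, 4.1e-04 and 0.023), and their level differed by 0.26 by the labels, 0.89 by the value table and 0.75 in the 20 mice (adjusted p = 0.77, 6.2e-04 and 0.032); of 13 members a group was below background for 3 in BALB/c and 6 in CBA mice. Stellate cell and myofibroblast genes had a median different induction of 0.53 by the labels, 0.52 by the value table and 0.48 in the 20 mice (adjusted p = 0.52, 0.10 and 0.17), and the level of eosinophil genes, of which a group was below background for 5 and 8 of 12, differed by -0.10 by the labels, -0.06 by the value table and -0.24 in the 20 mice (adjusted p = 0.94, 0.80 and 0.91). With the BeadChip as a block, the value table gave -1.17 for the level of the primary granule list and a different induction of 1.03 for the macrophage list and 0.48 for the stellate cell list. Within the BeadChips that held both strains at 7 weeks p.i. by the value table, with 1 array of each, the level of the primary granule list was -1.83 and -0.85 in CBA against BALB/c mice, that of the macrophage list 0.76 and 0.53 and that of the eosinophil list -0.21 and -0.30. For different induction 8 of the 40 lists by the labels passed camera with the preset correlation at 7 weeks p.i. and 0 with an estimated one, where the lowest adjusted p was 0.52; by the value table 21 passed with the preset correlation. The paper sets greater neutrophil gene expression in BALB/c and greater eosinophil, macrophage and matrix gene expression in CBA mice beside its liver sections. It proposes that neutrophils, eosinophils and alternatively activated macrophages may contribute to the strains' pathology. It also allows that eosinophils only mark tissue damage, and names egg distribution as a further contributor.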

Expression of Pro-Platelet Basic Protein (*PPBP* or *CXCL7*), a chemokine that promotes neutrophil adhesion and transendothelial migration [27], was significantly higher in BALB/c mice at 4, 7 and 9 weeks p.i. compared to CBA mice (Table 1) (2-Way ANOVA, p<0.05). 

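*Ppbp*, a chemokine that platelets carry, was not above background in any uninfected BALB/c mouse with probe ILMN_1228102 and rose at least 15.5-fold at 7 weeks (adjusted p = 3.8e-04) and at least 7.21-fold at 9 weeks p.i. (adjusted p = 0.0065) in BALB/c mice. In CBA mice it rose by 2.57 and 2.47 on the log2 scale. At 4 weeks p.i. the change did not pass the test in BALB/c mice by the labels (adjusted p = 0.17). The level in CBA minus BALB/c mice was -2.36 by the labels (adjusted p = 0.19), -2.36 by the value table (standard error 0.32, adjusted p = 2.5e-05) and -2.36 in the 20 mice (adjusted p = 3.4e-06) at 4 weeks p.i. This level difference at 7 weeks p.i. was -1.39 by the labels (adjusted p = 1.0), -2.27 by the value table (standard error 0.32, adjusted p = 4.0e-05) and -2.75 in the 20 mice (adjusted p = 9.2e-06). The second probe (ILMN_2908435) gave -2.15 by the value table (adjusted p = 2.5e-05) and -2.57 in the 20 mice (adjusted p = 2.5e-06) at 7 weeks p.i.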

The greatest difference in *PPBP* expression between strains occurred at 9 weeks p.i., where the livers of BALB/c mice transcribed approximately 6 times more.

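By 9 weeks p.i. the level of *Ppbp* in CBA minus BALB/c mice was -0.38 by the labels (adjusted p = 0.85), -2.61 by the value table (standard error 0.32, adjusted p = 6.1e-06) and -2.25 in the 20 mice (adjusted p = 7.9e-05). Other platelet genes rose as well: *Pf4*, a further platelet chemokine, by 3.90 in BALB/c and 3.35 in CBA mice at 7 weeks p.i., and the platelet tubulin *Tubb1* at least 4.97-fold in BALB/c mice (adjusted p = 0.13 in CBA mice). Of 9 megakaryocyte and platelet genes 6 rose, 0 fell and 3 did not pass the test in BALB/c mice and 3, 0 and 6 in CBA mice (when adjusted over the list alone, 9 rose and 0 fell in BALB/c mice and 3 and 0 in CBA mice; medians 1.60 and 0.94, or 1.53 and 0.94 at the bound). Their median different induction at 9 weeks p.i. was 0.10 by the labels, -1.40 by the value table and -1.11 in the 20 mice (camera adjusted p = 0.99, 0.058 and 0.056 with an estimated correlation).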

Cathepsin G (*CTSG*), a proteolytic constituent of neutrophilic granules [28], showed significantly higher gene expression in BALB/c mice at 7 and 9 weeks p.i. reaching levels approximately 6 times that observed in CBA mice (Table 1) (2-Way ANOVA, p<0.05).

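*Ctsg* is transcribed in promyelocytes together with the serine proteases *Elane* and *Prtn3*, and all 3 were below background in uninfected mice of both strains. At 7 weeks p.i. *Ctsg* rose at least 33.8-fold in BALB/c (adjusted p = 9.9e-07) and at least 23.7-fold in CBA mice (adjusted p = 3.3e-06), *Elane* at least 41.6-fold and 28.5-fold, and *Prtn3* at least 58.4-fold and 53.2-fold. The level of *Ctsg* in CBA minus BALB/c mice was -0.50 by the labels (adjusted p = 1.0), -1.42 by the value table (standard error 0.23, adjusted p = 2.5e-04) and -1.44 in the 20 mice (adjusted p = 8.2e-04) at 7 weeks p.i. Later, at 9 weeks p.i., when the rise was at least 26.1-fold and 17.6-fold by the labels, the level difference was -0.56 by the labels (adjusted p = 0.73), -2.38 by the value table (standard error 0.23, adjusted p = 2.4e-07) and -2.20 in the 20 mice (adjusted p = 9.2e-06). All 5 primary granule genes rose in both strains at 7 weeks p.i., also when adjusted over the list alone, with medians of 5.83 and 5.17 (5.38 and 4.84 at the bound, 5.83 and 5.33 with the BeadChip as a block; adjusted p = 0.10 and 0.12 with an estimated correlation). Within the BeadChips that held infected and uninfected mice of a strain, the median rise was 5.26, 5.79 and 6.44 in BALB/c and 5.36 in CBA mice.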

Other genes indicative of neutrophil infiltration, including Neutrophilic Granule Protein (*NGP*) and Myeloperoxidase (*MPO*) increased significantly in both mouse strains over time (1-Way ANOVA, p<0.05), but this increase was significantly greater in BALB/c mice compared to CBA mice (Table 1) (2-Way ANOVA, p<0.05). 

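*Mpo* is the peroxidase of primary granules, and *Ngp* and lactoferrin (*Ltf*) belong to the secondary granules that form later in the bone marrow. *Mpo* (probe ILMN_1249030) rose at least 109-fold at 7 weeks p.i. in BALB/c (adjusted p = 3.1e-08) and at least 80.2-fold in CBA mice (adjusted p = 3.7e-08), and *Ngp* at least 73.9-fold and 50.7-fold; uninfected mice of both strains were below background for both genes. Of 10 secondary and tertiary granule genes 10 rose in BALB/c and 10 in CBA mice at 7 weeks p.i., and 10 and 10 when adjusted over the list alone, with medians of 4.35 and 4.20 (4.06 and 3.63 at the bound; adjusted p = 0.10 and 0.11 with an estimated correlation). The median with the BeadChip as a block was 4.28 in CBA mice. The level of *Ngp* in CBA minus BALB/c mice was -0.53 by the labels (adjusted p = 1.0), -1.70 by the value table (standard error 0.26, adjusted p = 9.7e-05) and -1.67 in the 20 mice (adjusted p = 1.2e-04) at 7 weeks p.i., and that of *Mpo* was -0.44 by the labels (adjusted p = 1.0), -1.10 by the value table (standard error 0.27, adjusted p = 0.015) and -1.16 in the 20 mice (adjusted p = 0.0030). *Ltf* had the widest gap of the named neutrophil genes at this time-point, -4.99 by the value table and -5.06 in the 20 mice against -1.76 by the labels, and a sequence difference between the strains under its probe was not tested. For different induction over the 3 time-points the F-test gave adjusted p = 0.99 for *Ngp* and 0.83 for *Mpo* by the labels and 9.8e-04 and 0.0050 by the value table.

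**Figure D2:**
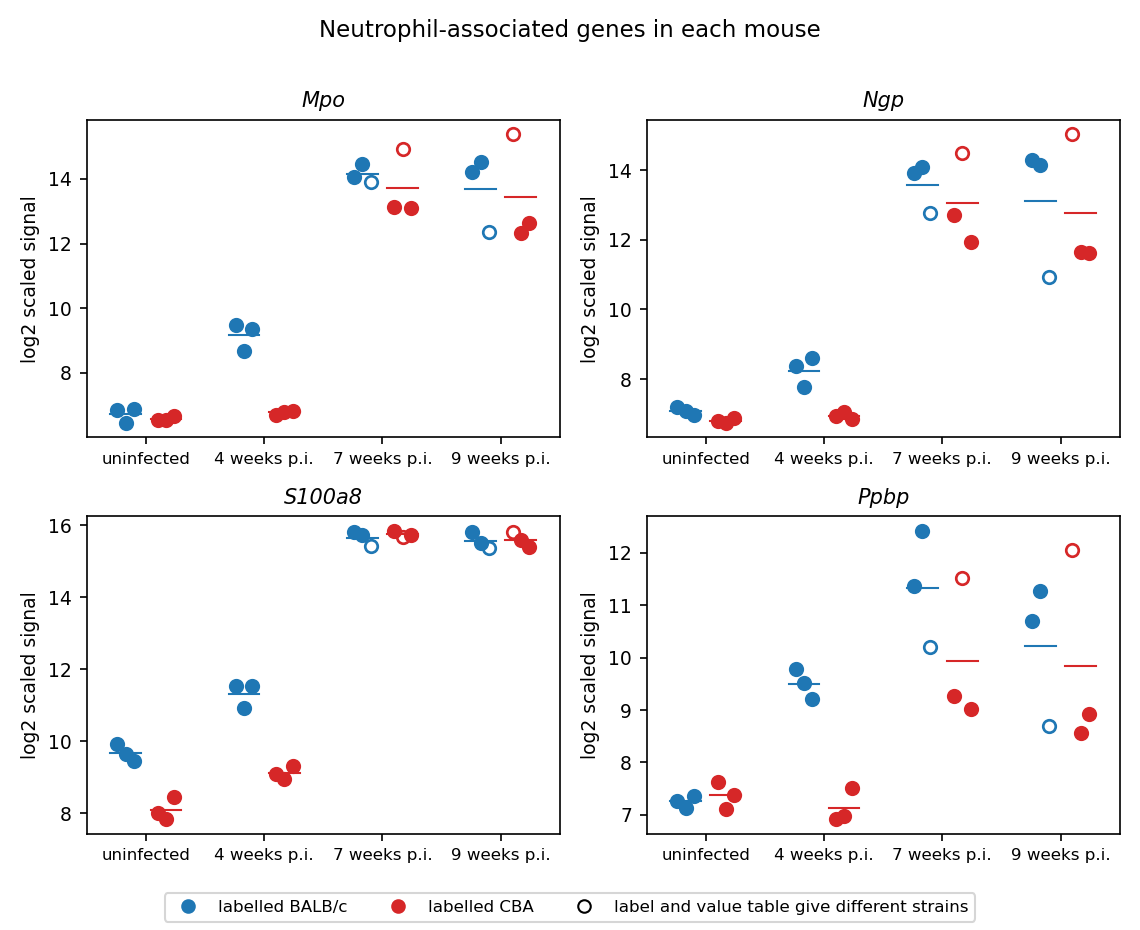
The log2 scaled signal of *Mpo*, *Ngp*, *S100a8* and *Ppbp* (vertical axes) in each mouse (points) against weeks p.i. (horizontal axes), with short lines at the means of the labelled groups; blue is labelled BALB/c, red CBA, and open circles are the 4 mice whose strain is named differently by label and value table. In these panels the groups of 3 mice rise from 4 to 7 weeks p.i.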

Up-regulation of *NGP* and *MPO* was sustained in BALB/c mice over the time-course, whereas the expression of these genes peaked at 7 weeks p.i. in CBA mice and then declined. 

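By the labels the rise of *Mpo* at 9 weeks p.i. was at least 79.6-fold in BALB/c and at least 66.8-fold in CBA mice, and that of *Ngp* at least 53.9-fold and 41.8-fold. *Mpo* by the value table rose at least 138-fold at 7 weeks and 160.3-fold at 9 weeks p.i. in BALB/c mice and at least 63.7-fold and 33.2-fold in CBA mice, and *Ngp* at least 111-fold and 139-fold in BALB/c and 33.9-fold and 16.2-fold in CBA mice. Its level in CBA minus BALB/c mice at 9 weeks p.i. was -0.24 by the labels (adjusted p = 0.89), -2.26 by the value table (standard error 0.27, adjusted p = 5.4e-06) and -1.88 in the 20 mice (adjusted p = 2.1e-05). The corresponding difference of *Ngp* was -0.36 by the labels (adjusted p = 0.87), -3.09 by the value table (standard error 0.26, adjusted p = 2.2e-08) and -2.59 in the 20 mice (adjusted p = 8.8e-07). For the secondary and tertiary granule list, of which a group was below background for 4 of 10 members in BALB/c and 6 in CBA mice, the median level difference at 9 weeks p.i. was -0.27 by the labels, -1.99 by the value table and -1.67 in the 20 mice (camera adjusted p = 0.98, 0.010 and 0.0056 with an estimated correlation). The change within a strain from 7 to 9 weeks p.i. was not tested.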

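*S100a8* forms, with *S100a9*, the calprotectin that fills the cytoplasm of mature neutrophils. *S100a8* rose by 1.65 (adjusted p = 7.1e-05), 5.99 and 5.89 at 4, 7 and 9 weeks p.i. in BALB/c mice, with a standard error of 0.19, and *S100a9* by 6.31 at 7 weeks. In CBA mice *S100a8* changed by 1.03 (adjusted p = 0.0044), 7.66 and 7.51. Of 10 mature neutrophil genes 9 rose in BALB/c and 9 in CBA mice at 7 weeks p.i. (9 and 9 when adjusted over the list alone), with medians of 3.52 and 2.93, or 3.30 and 2.86 with members below background at their bound (adjusted p = 0.051 and 0.086 with an estimated correlation).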

*S100A8*, a chemotactic molecule for neutrophils [29], was significantly up-regulated in both mouse strains over time (1-Way ANOVA, p<0.05). However, CBA mice showed a significantly greater increase in expression of *S100A8* compared to BALB/c mice at 7 and 9 weeks p.i. 

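The induction of *S100a8* in CBA minus BALB/c mice was 1.67 (adjusted p = 0.018) at 7 weeks and 1.62 (adjusted p = 0.029) at 9 weeks p.i. by the labels, and passed by the value table (1.51 and 1.32) and in the 20 mice (1.60 and 1.42) too. At 7 weeks p.i. by the labels it did not pass with the BeadChip as a fixed block (1.49, adjusted p = 0.083), or without BALB/c uninfected replicate 1 or 2, CBA uninfected replicate 3 or 5, CBA 7 weeks p.i. replicate 2, 5 or 6, or BALB/c 7 weeks p.i. replicate 3 or 4 (1.54 to 1.71, adjusted p = 0.053 to 0.098), nor by the value table with the replicate number as a block (1.28, adjusted p = 0.097). From the authors' values with the labelled strains it was 0.61 (adjusted p = 1.0). This setting cannot test the induction of *S100a8*. Either the mice with conflicting strains carry the wrong uninfected mean in it, or its labelled groups mix the strains. If they mix, part of the gap between uninfected mice enters the 1.67 and 1.62 given by the labels for *S100a8*. Its level was lower in uninfected CBA than in uninfected BALB/c mice by -1.58 (adjusted p = 2.5e-04) and at 4 weeks p.i. by -2.21 (adjusted p = 5.1e-06). At 7 weeks p.i. the level difference was 0.09 by the labels (adjusted p = 1.0), -0.07 by the value table (standard error 0.18, adjusted p = 0.95) and 0.01 in the 20 mice (adjusted p = 0.99). In livers at 7 and 9 weeks p.i. its signal was 64.1% to 92.5% of the brightest on the array, near the limit of the scanner, where differences are compressed. The greater fold change of CBA mice thus starts from a lower level in uninfected mice, while the level it reaches is not fully resolved on these arrays. *S100a9*, at 22.9% to 67.4% of the brightest signal, had a difference in induction at 7 weeks p.i. that did not pass (0.85 by the labels, 0.75 by the value table (adjusted p = 0.39) and 0.63 in the 20 mice (adjusted p = 0.55)), while the F-test over the 3 time-points gave adjusted p = 0.22 by the labels but passed by the value table (0.0034) and in the 20 mice (0.0096), and at 9 weeks p.i. its level was lower in CBA mice by the value table (-1.04, adjusted p = 9.6e-04). For the mature neutrophil list the median different induction at 7 weeks p.i. was -0.32 by the labels, -0.54 by the value table and -0.65 in the 20 mice (camera adjusted p = 0.93, 0.30 and 0.21 with an estimated correlation).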

(Table 1.) (2-Way ANOVA, p<0.05).

Expression of *CCL24*, a chemokine that induces chemotaxis in eosinophils [30], differed significantly between BALB/c and CBA mice (Table 1) (2-Way ANOVA, p<0.05). 

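*Ccl24*, also called eotaxin 2, is made by macrophages and binds CCR3 on eosinophils. Its induction in CBA minus BALB/c mice was 0.73 by the labels (adjusted p = 1.0), 2.94 by the value table (standard error 0.49, adjusted p = 0.0030) and 2.34 in the 20 mice (adjusted p = 0.0021) at 7 weeks p.i. The difference at 9 weeks p.i. was 2.00 by the labels (adjusted p = 0.73), 1.83 by the value table (standard error 0.49, adjusted p = 0.12) and 2.46 in the 20 mice (adjusted p = 0.0013), and the F-test over the 3 time-points gave adjusted p = 0.86 by the labels and 0.014 by the value table. The related chemokine *Ccl11* rose in both strains, by 3.85 in BALB/c and at least 16.5-fold in CBA mice at 7 weeks p.i., and its level there did not pass for a difference (0.44 by the value table (adjusted p = 0.56) and 0.61 in the 20 mice (adjusted p = 0.36)).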

*CCL24* was significantly up-regulated in CBA mice at 4, 7 and 9 weeks p.i. 

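In CBA mice *Ccl24* rose by 2.37 (adjusted p = 0.032), 2.87 (adjusted p = 5.6e-04) and 3.03 (adjusted p = 4.5e-04) at 4, 7 and 9 weeks p.i., with a standard error of 0.58. In BALB/c mice it changed by 0.85 (adjusted p = 0.69), 2.15 (adjusted p = 0.0066) and 1.03 (adjusted p = 0.20) by the labels. By the value table the BALB/c changes were 0.85 (adjusted p = 0.25), 1.04 (adjusted p = 0.025) and 1.11 (adjusted p = 0.016), and in the 20 mice 1.44 (adjusted p = 2.2e-04) and 0.71 (adjusted p = 0.034) at the later time-points.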

(1-Way ANOVA, p<0.05), but not at any time-point in BALB/c mice. Eosinophil-associated ribonuclease A family member 11 (*EAR11*), an additional marker of eosinophil infiltration, also showed significantly higher expression in CBA mice compared to BALB/c mice (Table 1) (2-Way ANOVA, p<0.05). 

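Eosinophil granule genes rose steeply in both strains: the major basic protein *Prg2* by 6.55 on the log2 scale at 7 weeks p.i. in BALB/c mice and at least 73.3-fold in CBA mice, and the ribonuclease *Ear6* at least 14.1-fold and 10.1-fold. *Ear11* was below background in uninfected mice and rose at least 19.5-fold in BALB/c and 48.9-fold in CBA mice at 7 weeks, and at least 44.3-fold and 60.8-fold at 9 weeks p.i. Over the 3 time-points its different induction had F-test adjusted p = 0.97 by the labels, 3.4e-04 by the value table and 0.0027 in the 20 mice. Of 12 eosinophil genes 11 rose and 1 did not pass in either strain (11 and 11 rose when adjusted over the list alone), with medians of 2.53 and 2.62 (2.30 and 2.62 at the bound; adjusted p = 0.077 and 0.086 with an estimated correlation). Within BeadChips the median rise was 2.93, 2.81 and 2.57 in BALB/c and 2.40 in CBA mice, and with the BeadChip as a block it was 2.72 in CBA mice. *Prg2* did not share the direction of *Ear11* between the strains: its level in CBA minus BALB/c mice was -0.04 by the labels (adjusted p = 1.0), -1.14 by the value table (standard error 0.37, adjusted p = 0.090) and -0.88 in the 20 mice (adjusted p = 0.048) at 7 weeks p.i.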

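The ribonuclease gene *Ear11* is transcribed in eosinophils and also in alternatively activated macrophages. Its level at 7 weeks p.i. in CBA minus BALB/c mice was 1.33 by the labels (adjusted p = 1.0), 3.46 by the value table (standard error 0.32, adjusted p = 1.5e-07) and 3.59 in the 20 mice (adjusted p = 2.1e-05). Its level difference at 9 weeks p.i. was 0.47 by the labels (adjusted p = 0.83), 1.00 by the value table (standard error 0.32, adjusted p = 0.057) and 1.10 in the 20 mice (adjusted p = 0.14).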

*EAR11* expression was approximately 11 times greater in CBA mice at 7 weeks p.i.

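*Chil3* and *Chil4* encode chitinase-like lectins that macrophages secrete under interleukin 4 and interleukin 13, and *Clec7a* and *Mgl2* are lectin receptors of such cells. *Chil4* rose at 7 weeks p.i. by 4.84 in BALB/c mice and at least 66.8-fold in CBA mice, and *Clec7a* by 2.84 in BALB/c mice. Of 13 alternatively activated macrophage genes 10 rose, 0 fell and 3 did not pass in either strain (10 and 10 rose when adjusted over the list alone), with medians of 2.00 and 2.11 (adjusted p = 0.10 and 0.094 with an estimated correlation). The CBA median with the BeadChip as a block was 2.11, and within BeadChips the medians were 2.29, 1.74 and 1.53 in BALB/c and 2.20 in CBA mice. *Mgl2* (probe ILMN_2707099) was induced more in CBA mice at 7 weeks p.i. by 1.84 (adjusted p = 0.016) by the value table and 1.61 in the 20 mice, against 0.39 (adjusted p = 1.0) by the labels, and its second probe gave 1.99 (adjusted p = 0.056) by the value table.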

Chitinase 3-Like 3 (*CHI3L3*), Resistin like alpha (*RETNLA*) and Mannose Receptor C Type 1 (*MRC1*), markers for alternatively activated macrophages (AAMs), also exhibited differential expression between the two strains. Expression of these genes was significantly greater in CBA mice (Table 1) (2-Way ANOVA, p<0.05), particularly at 7 weeks p.i. where the expression of all three genes was more than twice that expressed in BALB/c mice.

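*Chil3* (the mouse symbol of CHI3L3, probe ILMN_3117876) rose at least 44.4-fold in BALB/c and 76.0-fold in CBA mice at 7 weeks p.i., and *Retnla* by 3.69 on the log2 scale in BALB/c and at least 32.8-fold in CBA mice. Uninfected CBA mice were below background for both genes, so the levels of infected mice were compared. For *Chil3* the level in CBA minus BALB/c mice at 7 weeks p.i. was 0.78 by the labels (adjusted p = 1.0), 1.41 by the value table (standard error 0.23, adjusted p = 2.5e-04) and 1.64 in the 20 mice (adjusted p = 1.3e-04). For *Retnla* it was 1.56 by the labels (adjusted p = 1.0), 4.51 by the value table (standard error 0.45, adjusted p = 3.6e-07) and 4.55 in the 20 mice (adjusted p = 3.0e-05). At 9 weeks p.i. the level of *Retnla* still differed by the value table, by 1.82 (adjusted p = 0.011), and that of *Chil3* did not pass (0.16, adjusted p = 0.74). For different induction of *Chil3* over the 3 time-points the F-test gave adjusted p = 0.019 by the value table and 0.0043 in the 20 mice. Its probes ILMN_2712986 and ILMN_3043036 gave 0.020 and 0.041 by the value table, but 0.075 and 0.16 in the 20 mice, where they did not pass. *Mrc1*, the mannose receptor, rose by 1.10 in BALB/c and 1.33 in CBA mice at 7 weeks p.i., and its different induction did not pass from any source: 0.23 by the labels (adjusted p = 1.0), 1.07 by the value table (standard error 0.39, adjusted p = 0.38) and 0.79 in the 20 mice (adjusted p = 0.27).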

#### Genes involved in fibrosis

As hepatic fibrosis was significantly greater in hepatic sections from CBA than from BALB/c mice, genes specifically associated with this process were examined. 

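Stellate cells that turn into myofibroblasts transcribe *Vim* and *Sparc*, fibrillar collagens such as *Col3a1* and the crosslinking enzyme *Lox*. *Vim* rose at 7 weeks p.i. by 3.43 in BALB/c and 3.88 in CBA mice, *Sparc* by 2.25 and 2.39, *Col6a1* by 3.20 and 4.91, *Col3a1* by 3.26 and at least 16.2-fold, and *Lox* at least 11.9-fold and 20.0-fold. At 4 weeks p.i. of these only *Vim* passed, with 1.59 in CBA mice (adjusted p = 0.0048), against 1.08 (adjusted p = 0.055) in BALB/c mice. Of 23 stellate cell and myofibroblast genes 17 rose, 0 fell and 6 did not pass the test in BALB/c mice and 19, 0 and 4 in CBA mice (when adjusted over the list alone, 17 rose and 0 fell in BALB/c mice and 19 and 0 in CBA mice; medians 1.45 and 1.88, also with members below background at their bound; adjusted p = 0.051 and 0.038 with an estimated correlation). For 24 collagen genes the counts were 13 up, 1 down and 10 not passing in BALB/c and 15, 2 and 7 in CBA mice (13 and 15 up, 2 and 2 down when adjusted over the list alone), with medians of 1.04 and 1.33 (0.84 and 1.07 at the bound; adjusted p = 0.13 and 0.11 with an estimated correlation). For 26 metalloproteinase and inhibitor genes they were 17, 1 and 8 in BALB/c and 17, 2 and 7 in CBA mice (18 and 17 up, 1 and 3 down over the list alone), with medians of 0.81 and 0.93 (0.81 and 0.91 at the bound; adjusted p = 0.051 and 0.086 with an estimated correlation). The CBA medians of these 3 lists were, with the BeadChip as a block, 1.91, 1.33 and 0.90. Within BeadChips the stellate cell list rose by 1.77, 1.27 and 1.41 in BALB/c and 1.84 in CBA mice and the collagen list by 1.31, 1.07 and 0.92 and 1.32. Between the strains the median different induction at 7 weeks p.i. was 0.33 by the labels, 0.28 by the value table and 0.33 in the 20 mice for the collagen list (camera adjusted p = 0.93, 0.29 and 0.048 with an estimated correlation) and 0.12 by the labels, 0.12 by the value table and 0.13 in the 20 mice for the metalloproteinase list (adjusted p = 0.93, 0.29 and 0.31). Single genes with a gap in the 20 mice at 7 weeks p.i. were *Col6a1*, induced more in CBA mice by 2.10 (adjusted p = 0.012; 1.67, adjusted p = 0.15 by the value table), and *Lox*, whose level was higher by 1.49 (adjusted p = 1.9e-04; 1.23, adjusted p = 0.0014 by the value table).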

Genes associated with fibrosis and related ontologies showed significant up-regulation in both mouse strains throughout the time-course, although only a subset showed differential expression between strains (Table 1).

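*Col1a1* encodes the main chain of type I collagen, and *Cxcl1* is a neutrophil chemokine that stellate cells also make. *Col1a1* rose by 5.07 at 7 weeks and 4.38 at 9 weeks p.i. in BALB/c mice and by 5.44 and 4.99 in CBA mice, with a standard error of 0.39. The chemokine rose by 2.06 and 2.29 in BALB/c and by 2.27 and 2.32 in CBA mice (standard error 0.40, adjusted p at most 4.4e-04). The rises of *Col1a1* by the value table at 9 weeks p.i. were 4.98 in BALB/c and 4.39 in CBA mice. Neither gene passed at 4 weeks p.i. in either strain.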

Collagen Type 1, Alpha 1 (*COL1A1*) and the hepatic stellate cell chemokine *CXCL1* were significantly up-regulated at 7 and 9 weeks p.i. in both BALB/c and CBA mice (1-Way ANOVA, p<0.05). 

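Type I collagen (*Col1a1*) did not pass for different induction at 7 or 9 weeks p.i. from any source of the strain. Its induction in CBA minus BALB/c mice was 0.37 by the labels (adjusted p = 1.0), 0.14 by the value table (standard error 0.48, adjusted p = 1.0) and 0.26 in the 20 mice (adjusted p = 0.94) at 7 weeks p.i. and 0.61 by the labels (adjusted p = 0.78), -0.59 by the value table (standard error 0.48, adjusted p = 0.77) and -0.11 in the 20 mice (adjusted p = 0.98) at 9 weeks p.i. For *Cxcl1* the difference at 4 weeks p.i. was 0.85 from every source of the strain, with adjusted p = 1.0, 1.0 and 0.79 by the labels, by the value table and in the 20 mice.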

There was no significant difference in *COL1A1* expression between strains (Table 1) (2-Way ANOVA, p>0.05), and *CXCL1* was differentially expressed only at 4 weeks p.i. (Table 1) (2-Way ANOVA, p<0.05).

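*Timp1* blocks the proteases that degrade matrix, *Mmp12* is the elastase of macrophages and *Mmp13* the collagenase of rodents. *Timp1* (probe ILMN_3103896) was below background in uninfected mice and rose at least 41.8-fold at 7 weeks and 26.9-fold at 9 weeks p.i. in BALB/c and at least 64.8-fold and 45.1-fold in CBA mice. *Mmp12* rose at least 9.02-fold (adjusted p = 0.0085) and 6.11-fold (adjusted p = 0.026) in BALB/c and at least 15.0-fold and 13.0-fold in CBA mice. *Mmp13* rose by 3.45 (adjusted p = 0.016) at 7 weeks p.i. in BALB/c mice and by 4.58 and 3.64 at 7 and 9 weeks p.i. in CBA mice. In BALB/c mice at 9 weeks p.i. its change of 1.71 did not pass (adjusted p = 0.25), nor did 0.90 by the value table (adjusted p = 0.088) or 0.23 in the 20 mice (adjusted p = 0.58).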

Fibrosis-associated genes Tissue Inhibitor of Metalloproteinase 1 (*TIMP1*) and Matrix Metalloproteinases 12 and 13 (*MMP12*, *MMP13*) were significantly up-regulated in both BALB/c and CBA mice at 7 and 9 weeks p.i. (Table 1) (1-Way ANOVA, p<0.05). 

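*Timp1* has 2 probes, and uninfected mice were below background with both, so the strains were compared by the level in infected livers. With probe ILMN_3103896 the level in CBA minus BALB/c mice at 7 weeks p.i. was 0.64 by the labels (adjusted p = 1.0), 0.95 by the value table (standard error 0.30, adjusted p = 0.075) and 1.19 in the 20 mice (adjusted p = 0.0026). Probe ILMN_2769918 gave 0.53 by the labels (adjusted p = 1.0), 0.91 by the value table (standard error 0.29, adjusted p = 0.081) and 1.08 in the 20 mice (adjusted p = 0.0047). At 9 weeks p.i. the levels differed by 0.76, 0.31 and 0.80 with the first probe (adjusted p = 0.29, 0.59 and 0.037). For different induction over the 3 time-points the F-test gave adjusted p = 0.88 by the labels and 0.70 by the value table for the first probe and 0.86 and 0.51 for the second; in the 20 mice it gave 0.053 and 0.024.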

*TIMP1* expression differed significantly between strains, with CBA mice showing much greater fold-changes than BALB/c mice (2-Way ANOVA, p<0.05). Similarly, expression of *MMP*s *12* and *13* was up-regulated to a significantly greater extent in CBA mice (2-Way ANOVA, p<0.05).

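The macrophage elastase *Mmp12* stood far higher in CBA livers once the strain was taken from the value table: its level in CBA minus BALB/c mice was 0.75 by the labels (adjusted p = 1.0), 3.47 by the value table (standard error 0.37, adjusted p = 8.6e-07) and 3.16 in the 20 mice (adjusted p = 8.6e-05) at 7 weeks p.i. Its level difference at 9 weeks p.i. was 1.10 by the labels (adjusted p = 0.66), 2.78 by the value table (standard error 0.37, adjusted p = 1.6e-05) and 2.91 in the 20 mice (adjusted p = 2.0e-04). *Mmp13* was above background in both strains, and its induction in CBA minus BALB/c mice was 1.13 by the labels (adjusted p = 1.0), 3.64 by the value table (standard error 0.57, adjusted p = 0.0018) and 3.45 in the 20 mice (adjusted p = 4.2e-04) at 7 weeks p.i. and 1.93, 3.55 and 3.99 at 9 weeks (adjusted p = 0.76, 0.0023 and 4.1e-05). Over the 3 time-points different induction of *Mmp12* and *Mmp13* had F-test adjusted p = 1.0 and 0.93 by the labels and 9.8e-04 and 1.0e-04 by the value table. The gelatinase *Mmp2* rose by 2.84 in BALB/c and 4.48 in CBA mice at 7 weeks p.i., and by the value table its level was lower in CBA mice at 9 weeks p.i. (-1.36, adjusted p = 0.011).

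**Figure D3:**
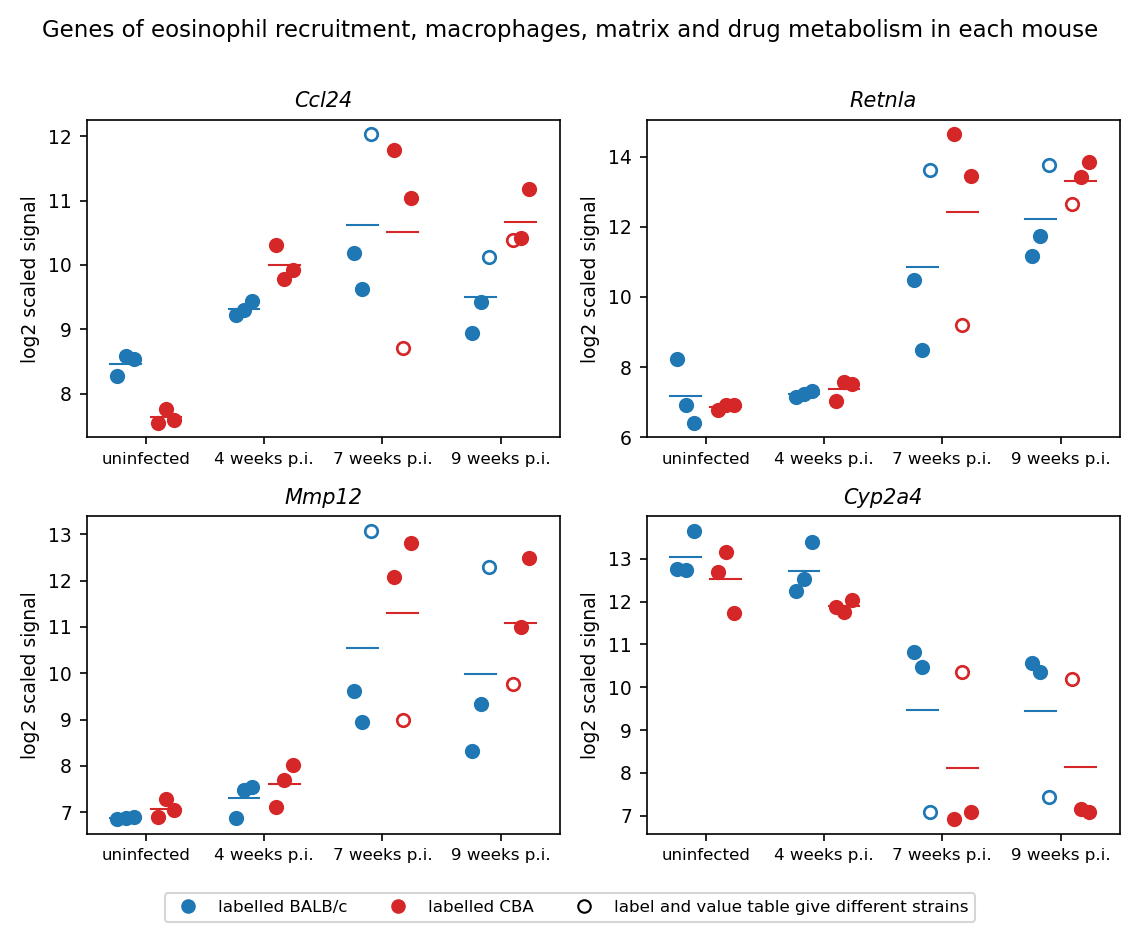
The log2 scaled signal of *Ccl24*, *Retnla*, *Mmp12* and *Cyp2a4* (vertical axes) in each mouse (points) against weeks p.i. (horizontal axes), with short lines at the means of the labelled groups; blue is labelled BALB/c, red CBA, and open circles are the 4 mice whose strain is named differently by label and value table. At 7 weeks p.i. in every panel the open blue circle lies nearest to the filled red points and the open red circle nearest to the filled blue points.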

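*Pdgfb* drives the proliferation of stellate cells, *Tgfb1* their production of matrix, and *Ctgf* acts downstream of *Tgfb1*. *Pdgfb* rose at 7 and 9 weeks p.i. by 1.59 and 0.95 in BALB/c and 1.75 and 1.51 in CBA mice, and *Tgfb1* by 1.76 and 1.01 and by 1.66 and 1.56. *Ctgf* rose by 1.35 and 2.30 in BALB/c and by 2.54 and 2.63 in CBA mice, where 1.48 at 4 weeks p.i. passed as well (adjusted p = 0.049). For different induction of *Pdgfb*, *Tgfb1* and *Ctgf* the F-test gave adjusted p = 0.93, 0.91 and 0.85 by the labels and 0.97, 0.94 and 0.71 by the value table. The largest difference of *Pdgfb* and *Tgfb1* at 7 or 9 weeks p.i. by the value table was -0.67, for *Tgfb1* at 9 weeks (standard error 0.42, adjusted p = 0.69), and the difference of *Ctgf* at 7 weeks was 0.73 (adjusted p = 0.92).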

Profibrotic cytokines Platelet-Derived Growth Factor-β (*PDGF-β*), Transforming Growth Factor-β1 (*TGF-β1*) and Connective Tissue Growth Factor (*CTGF*) showed no significant differences in expression between BALB/c and CBA mice throughout the time-course (Table 1) (2-Way ANOVA, p>0.05). The hepatic stellate cell marker Actin Alpha 2, Smooth Muscle (*α-SMA*) showed differential expression between the two strains only at 4 weeks p.i. 

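*Acta2*, the smooth muscle actin of myofibroblasts, has 4 probes that pass the filter. With probe ILMN_2693895 the induction at 4 weeks p.i. in CBA minus BALB/c mice was 1.65 (standard error 0.77) from each source of the strain, with adjusted p = 1.0 by the labels, 1.0 by the value table and 0.63 in the 20 mice. The other 3 probes gave 0.25, 0.70 and 0.82, none of which passed. From infection the first probe rose by 2.48 and 1.76 at 7 and 9 weeks p.i. in BALB/c and by 3.80 and 3.16 in CBA mice. Probes ILMN_2710353 and ILMN_2710354 rose less at 7 weeks, by 1.11 and 1.27 in BALB/c and 1.14 and 1.89 in CBA mice, and in BALB/c mice at 9 weeks p.i. their changes of 0.39 and 0.60 did not pass (adjusted p = 0.30 and 0.14).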

(Table 1) (2-Way ANOVA, p<0.05).

#### Down-regulated genes are involved predominantly in metabolic processes

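The genes of fatty acid oxidation, conjugation of drugs, bile acid handling and amino acid breakdown included many that fell in both strains at 7 weeks p.i. Of 20 fatty acid oxidation and PPAR alpha genes 17 fell in BALB/c and 18 in CBA mice, 1 and 0 rose and 2 and 2 did not pass (18 and 19 fell when adjusted over the list alone; medians -0.95 and -1.01; adjusted p = 0.051 and 0.037 with an estimated correlation), among them *Cyp4a14* with -3.49 in BALB/c and -3.95 in CBA mice and *Ehhadh* with -1.81 and -2.13. Among 44 flavin and phase II genes 30 and 31 fell, 2 and 2 rose and 12 and 11 did not pass (33 and 33 fell over the list alone; medians -1.03 and -1.00; adjusted p = 0.051 and 0.082), with the sulfotransferase *Sult2a8* at -4.70 and -5.62. Of 16 hepatic transporters 10 fell in BALB/c and 8 in CBA mice and none rose (13 and 9 over the list alone; medians -1.30 and -1.07; adjusted p = 0.051 and 0.086), with the bile acid importer *Slc10a1* at -2.02 and -2.02. Of 14 bile acid synthesis genes 6 and 9 fell (6 and 10 over the list alone; medians -0.63 and -0.81; adjusted p = 0.051 and 0.078), of 32 urea cycle and amino acid genes 21 and 17 (22 and 18 over the list alone; medians -0.85 and -0.76; adjusted p = 0.071 and 0.086), and of 13 glucose metabolism genes 7 and 6 (9 and 7 over the list alone; medians -0.88 and -0.71; adjusted p = 0.072 and 0.086); none rose in these 3 lists, and *Hal*, the first enzyme of histidine breakdown, changed by -1.71 and -1.96. Of 78 oxidative phosphorylation genes 43 fell in BALB/c mice and 23 in CBA mice (46 and 22 over the list alone; medians -0.53 and -0.34; adjusted p = 0.051 and 0.11), and of 6 major urinary protein genes 4 and 3 (4 and 4 over the list alone; medians -2.77 and -2.52; adjusted p = 0.30 and 0.33). Fatty acid and cholesterol synthesis did not move as a group: of 19 genes 2 rose and 3 fell in BALB/c mice and 1 and 7 in CBA mice (medians 0.01 and -0.05; adjusted p = 0.69 and 0.52), with *Thrsp* at -2.70 and -3.12 but *Sqle* at 1.52 and 1.13. Ribosomal protein genes did not fall as a group: of 55, 11 rose and 1 fell in BALB/c and 23 and 0 in CBA mice (8 and 26 rose over the list alone; medians 0.28 and 0.40; adjusted p = 0.59 and 0.37). CBA medians with the BeadChip as a block were -1.00 for fatty acid oxidation, -1.05 for phase II, -1.08 for transporters, -0.76 for bile acids, -0.74 for amino acids, -0.68 for glucose, -0.37 for oxidative phosphorylation, -0.01 for synthesis and 0.46 for ribosomal proteins.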

Genes that were down-regulated in both strains were assigned to clusters representing “Oxido-reductase Activity”, “Ion and Vitamin Binding”, “Biosynthetic Processes” and “Metabolic Processes”, including lipid, fatty acid and amine metabolism (Table S4). 

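Among the cytochromes P450, *Cyp2b13* of the female-predominant family 2b changed by -5.00 in BALB/c and -6.92 in CBA mice at 7 weeks p.i., and *Cyp2b9* by -3.40 and -4.33. *Cyp2a5* fell with all 5 of its probes, with changes of -4.25 to -2.35 in BALB/c and -4.64 to -2.31 in CBA mice. Of 50 cytochrome P450 genes 3 rose, 33 fell and 14 did not pass the test in BALB/c mice and 3, 33 and 14 in CBA mice (when adjusted over the list alone, 3 rose and 33 fell in BALB/c mice and 3 and 34 in CBA mice; adjusted p = 0.067 and 0.082 with an estimated correlation). The medians were -1.25 and -1.26, or -1.37 in CBA mice with the BeadChip as a block, and within BeadChips -1.63, -1.06 and -0.98 in BALB/c and -1.36 in CBA mice. Of 27 genes of plasma proteins, which hepatocytes also make, 2 rose, 5 fell and 20 did not pass in BALB/c and 2, 7 and 18 in CBA mice (over the list alone 4 and 4 fell; medians -0.25 and -0.09; adjusted p = 0.22 and 0.36), with the corticosteroid carrier *Serpina6* at -2.61 and -2.30.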

Notably, confluent cytochrome down-regulation was a common expression pattern across both *S. japonicum*-infected mouse strains (Table 1). Of the 71 cytochrome genes that were significantly down-regulated in either strain over the time-course (1-Way ANOVA, p<0.05), expression patterns for 4 genes were shown to differ significantly between strains. 

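By gene, 37 cytochromes P450 (53 probes) fell in either strain over the time-course, 31 of them in both, and 3 rose, out of 50 genes with 71 probes that passed the filter. Of the genes that fell, limma called 0 with different induction by the labels (5 at an unadjusted p under 0.05), 5 by the value table and 9 in the 20 mice, and a 2-way ANOVA called 2, 10 and 8. The 5 genes by the value table were *Cyp2a4*, *Cyp2b10*, *Cyp2b13*, *Cyp2b23* and *Cyp2b9*, all with the greater fall in CBA mice. By the labels, leaving out CBA 9 weeks p.i. replicate 3 gave 1 such gene. *Cyp2c37* was lower in uninfected CBA than in uninfected BALB/c mice by -3.60 (adjusted p = 0.013) and fell by 3.85 in BALB/c mice at 7 weeks p.i., while -1.36 in CBA mice did not pass (adjusted p = 0.12); the difference in induction, 2.49, did not pass either (adjusted p = 0.94).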

Cytochromes 2a4 (*CYP2A4*), 2b10 and 2b23 were significantly more down-regulated in CBA mice over the course of infection (Table 1) (2-Way ANOVA, p<0.05).

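By the labels *Cyp2a4* changed by -3.58 and -3.59 at 7 and 9 weeks p.i. in BALB/c and by -4.41 and -4.38 in CBA mice, *Cyp2b10* by -3.66 and -4.16 and by -4.82 and -5.22, and *Cyp2b23* by -3.77 and -4.46 and by -5.19 and -4.74. The difference of *Cyp2b23* at 7 weeks p.i. was -1.42 by the labels (adjusted p = 1.0), -2.59 by the value table (standard error 0.52, adjusted p = 0.014) and -3.09 in the 20 mice (adjusted p = 7.1e-04), and at 9 weeks -0.28 by the labels and -2.27 by the value table (adjusted p = 0.95, 0.042 and, in the 20 mice, 0.018). By the value table no CBA mouse at 7 weeks p.i. was above background for *Cyp2a4* or *Cyp2b10*, which fell at least 36.8-fold and 27.8-fold there, against -2.50 and -3.12 on the log2 scale in BALB/c mice. Their levels at 7 weeks p.i. were then at least 9.36-fold (adjusted p = 3.6e-08) and 2.85-fold (adjusted p = 6.1e-04) lower in CBA mice, and by the labels -1.35 and -0.99 on the log2 scale (both adjusted p = 1.0). By 9 weeks p.i. the value table gave an induction of *Cyp2a4* in CBA minus BALB/c mice of -2.62 (adjusted p = 0.0026), and the level of *Cyp2b10*, below background in CBA mice, did not pass for a difference (adjusted p = 0.068).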

### Genbank Accession Numbers

*ACTA2* (*α-SMA)*: NM_007392.2; *CCL11*: NM_011330.1*; CCL24*: NM_019577.4; *CHI3L3*: NM_009892.1; *COL1A1*: NM_007742.2; *CTGF*: NM_010217.1; *CTSG*: NM_007800.1; *CXCL1*: NM_008176.1; *CYP2A4*: NM_009997.2; *CYP2A5*: NM_007812.2; *CYP*2*B10*: NM_009999.3; *CYP2B23*: NM_001081148.1; *EAR11*: NM_053113.2; *HPRT*: NM_013556.2.; *IFNγ*: NM_008337.3; *IFN-γR1*: NM_010511.2; *IL-10Rα*: NM_008348.2; *IL-12Rβ1*: NM_008353.1IL12Rβ2: NM_008354.3; *IL-12α*: NM_008351.1; *IL-12β*: NM_008352.2 *IL-13*: NM_008355.1; *IL-1α*: NM_010554.4; *IL-4*: NM_021283.1; IL-4Rα: NM_001008700.3; *MMP12*: NM_008605.3; *MMP13*: NM_008607.1; *MPO*: NM_010824.1; *MRC1*: NM_008625.1; *NGP*: NM_008694.1; NM_008353.1; *PDGF-β*: NM_011057.2; *PPBP (CXCL7)*: NM_023785.1 and NM_023785.2; *S100A8*: NM_013650.2; *S100A9*: NM_009114.1; *STAT1*: NM_009283.3; *TGF-β1*: NM_011577.1; *TIMP1*: NM_011593.2; *TNF-α:* NM_013693.1 and NM_013693.2.

### Real-Time PCR

Real-time PCR validated the expression patterns of a subset of genes (*CCL24*, *COL1A1*, *CTSG*, *CYP2A4*, *IL-4*, *IL-13*, *MPO*, *NGP*, *PPBP* and *S100A8*) selected from the microarray analysis (Figure 6). There was a significant correlation between the expression levels revealed by the real-time PCR and the microarray analysis (Spearman's Correlation; r = 0.62; p<0.001).

**Figure 6:**
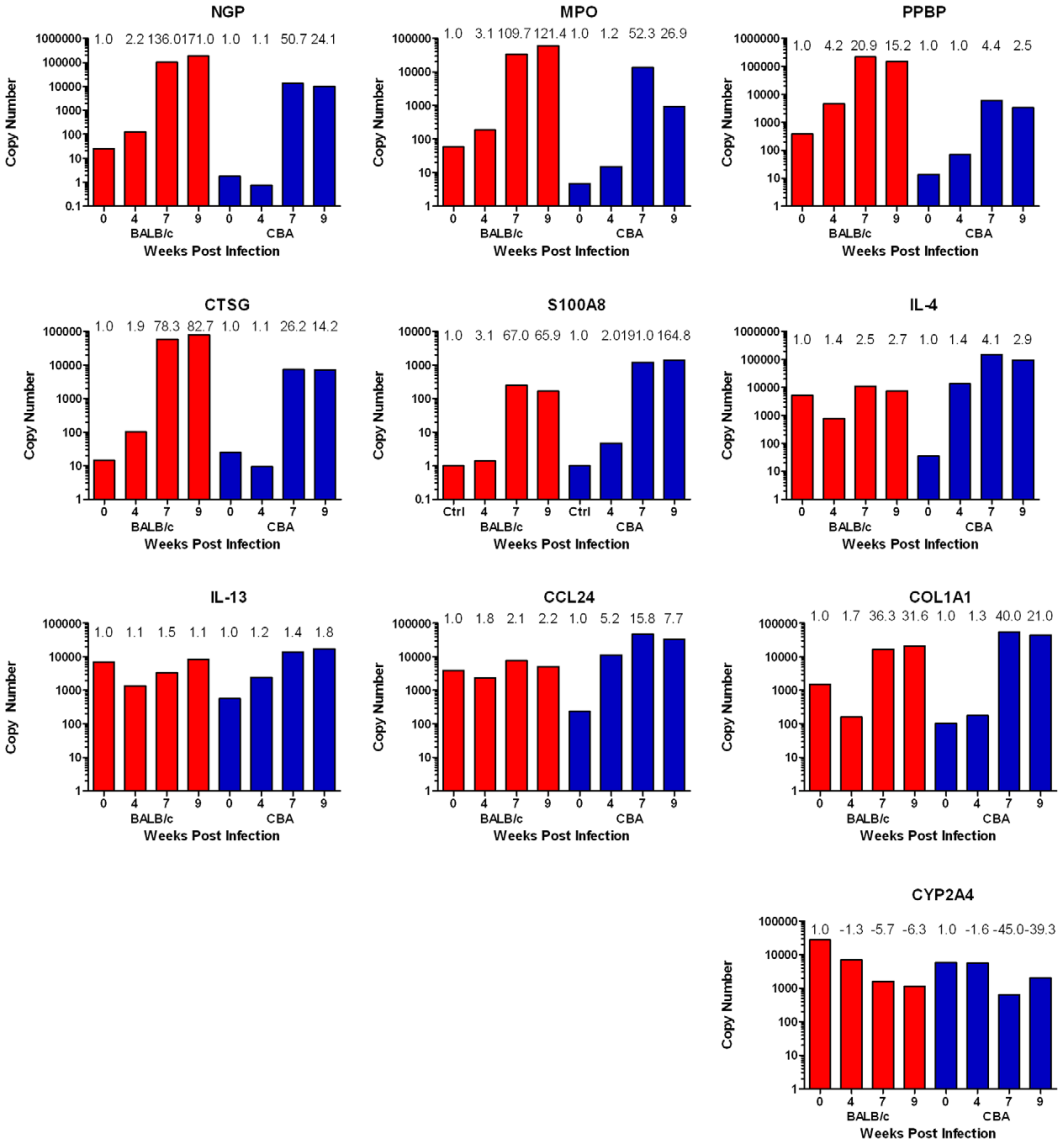
Real-time PCR validates microarray results. Microarray fold-changes relative to uninfected controls for each strain and time-point are presented above the individual bars. Real-time PCR data are presented in the column graphs as copy number. PCR copy number provides an absolute comparison between all groups; microarray fold-change provides a relative comparison between all groups, as these data are normalised to respective control groups.

## Discussion

It is well documented that BALB/c and CBA mice show variation in susceptibility to infection and pathology associated with a number of pathogens including *Leishmania major, Streptococcus pneumonia,* the cause of acute pneumococcal disease [31], [32], and *Candida albicans* [33]. The pathological differences evident between these two mouse strains during these infections are attributable to variations in the levels of particular components of the host immune system [31], [32], [33].

Numerous studies have also demonstrated differing pathological outcomes in schistosome-infected BALB/c, CBA and C57BL/6 mice. C57BL/6 mice show higher susceptibility to *S. mansoni* infection than BALB/c mice [5], whereas BALB/c and C57BL/6 mice show less susceptibility to *S. japonicum* infection than CBA mice [7]. Furthermore, Hirata *et al.* showed that during a *S. japonicum* infection, inflammation ceased earlier in BALB/c mice, and CBA mice showed a greater degree of inflammatory and granulofibrotic responses [34]. However, the immunological mechanisms underlying these differences are yet to be fully realised.

The transcriptomic and histological data presented here provide a more complete picture of the molecular and cellular mechanisms which govern hepatic pathology in BALB/c and CBA mice. Our results confirm that the transcriptional profiles of BALB/c and CBA mice differ significantly during *S. japonicum* infection, and these differences may contribute to the development of either moderate or severe granulofibrotic pathology. Notably, we have identified for the first time particular gene subsets and cell populations which correlate with either severe or moderate *S. japonicum*-induced hepatopathology.

Non-significant differences in worm and hepatic egg burden between BALB/c and CBA mice indicates that severe pathology during schistosomiasis is not simply the result of more schistosome eggs producing more antigens. However, a significant difference in early egg distribution within hepatic granulomas of the BALB/c and CBA mice may reflect variability in the arrangement of eggs as they migrate to the liver from the mesenteric veins of the intestine, where *S. japonicum* eggs are characteristically deposited in clusters [35]. The immunological make-up of the two mouse strains may influence the ability of *S. japonicum* eggs to stay in close association during migration, and/or their capacity to re-cluster or remain clustered once they reach the liver. The clustered egg distribution of granulomas in CBA mice at 7 weeks p.i. coincided with a vastly greater percentage of granulomatous tissue compared to the BALB/c mice. Thus, it is possible that CBA granuloma area is significantly greater because the egg clustering makes them spatially larger, or the accumulation of localised egg antigens tips the threshold of a normal immune response such that more cells or different cell types are involved. It may also be that antigens associated with singly distributed or smaller clusters of eggs in the BALB/c liver could be neutralised more easily than those from larger egg clusters, where the inner egg mass may be inaccessible to immune effector cells; this is an important area for further investigation.

While specific genes involved in the CBA immune response are likely to be causing a greater degree of granulofibrotic pathology, it is also possible that the greater degree of pathology, caused by mechanisms independent of the immune response including antigen exposure, alters gene expression and the nature of the immune response itself. To address this issue of circular cause and consequence, fold-changes in gene expression were compared to the changes in hepatic granuloma area. Granuloma area was maximally 2.5-fold greater in CBA mice than in BALB/c mice, so we hypothesised that genes showing differences in gene expression higher than this were likely to be the cause of granulofibrotic pathology, rather than the consequence. Further, to control for inherent differences in the baseline gene expression between uninfected BALB/c and CBA mice we examined the level of induction (i.e fold change) of genes in infected CBA and BALB/c mice compared with uninfected mice of the same strain.

In both the BALB/c and CBA mice, the up-regulation of genes paralleled biological functions and cellular activities involved in granuloma formation and fibrosis and were consistent with other time-course studies of murine infection with *S. japonicum* [6], [8], [12], [36]. Many genes encoding cytokines, chemokines, enzymes or proteins were differentially up-regulated between the two mouse strains, and cell types quantified in histological sections mirrored these gene expression patterns. The greater burden of severe tissue damage in CBA mice compared to BALB/c mice was associated with considerably greater down-regulation of numerous cytochrome and metabolic genes (Table 1), a pattern consistent with other murine studies on *S. japonicum* [8] and *S. mansoni* [37]. Notably, the expression levels of Th1- and Th2-associated genes were similar in BALB/c and CBA mice, suggesting that factors other than the Th1/Th2 cytokine balance contribute to the difference in pathology between the two strains.

Our data indicate that the immune response in the lower pathology BALB/c mice involves a considerable influx of neutrophils, as reflected in the higher expression of the neutrophil markers *NGP*, *MPO* and *CTSG,* the neutrophil chemokine *PPBP* (*CXCL7*) and direct histological analysis. The role of neutrophils during *S. japonicum* infection is currently unknown, although our observations suggest they may play a regulatory role during the development of the resulting granulomatous pathology. That the fibrotic response of BALB/c mice parallels that in CBA mice by 9 weeks p.i. suggests that neutrophils are only effective in this regulatory capacity early in infection and later become inactivated or overwhelmed by the extent of resulting pathology. This proposed role for neutrophils is in direct contrast to models of *S. mansoni* infection in which neutrophils are thought to play only a minor role in granuloma development [38], [39]. Similar roles for neutrophils have been reported for a rat model of cholestatic liver disease in which neutrophils are essential for collagen reabsorption and tissue repair/remodelling [40] and other inflammatory responses, such as wound healing, in which neutrophilic influx correlates inversely with fibrosis [41]. The regulatory activity of neutrophils may be attributable to constituents of the neutrophilic granule proteins such as collagenase and gelatinase (i.e. MMP's), which degrade matrix proteins [42]. We hypothesise that the observed up-regulation and higher induction of *NGP*, *MPO* and *CTSG* in BALB/c mice in our study may confer similar activity. CTSG attacks collagen and fibronectin and inhibits TIMPs [43] while NGP and MPO are known to participate in immune defence mechanisms against microorganisms by releasing hydrolytic enzymes or toxic free radicals [44]. Thus, neutrophilic granule proteins could act to neutralise schistosome antigens, and to reduce fibrosis by attacking collagen and fibrin. This mode of action may confer protective characteristics in BALB/c mice, which may account for the less severe pathology observed with this strain compared to CBA mice. Conversely, it has been proposed that neutrophil CTSG acts to promote fibrin formation [45]. Thus, the role of CTSG remains ambiguous and requires further investigation. Future work to further clarify the role of neutrophils should include integrin activation and cell adhesion studies, to assess the specific anchoring of neutrophils within the liver. The use of knockout mouse models may define the specific contribution of the relevant genes and their products, including *MPO*, *NGP*, *CTSG* and *PPBP*.

In contrast to other neutrophil associated genes, S100A8 exhibited significantly higher induction in the higher pathology CBA mice compared with lower pathology BALB/c mice. S100A8 has previously been localised to regions of neutrophil accumulation during *S. japonicum* infection [8] and is proposed to play an important role in dictating the cellular composition of *S. japonicum*-induced granulomas [46], possibly by inducing chemotaxis and adhesion in neutrophils [29]. Conversely, high levels of S100A8 and the related molecule S100A9 are released from necrotic cells and can undergo oxidative modifications such that at high concentrations they act to limit inflammation and cellular recruitment [47]. Thus, while the relatively lower levels of S100A8 observed in BALB/c mice are likely to contribute to neutrophil recruitment and granuloma formation, the higher levels in CBA may reflect the higher degree of tissue damage observed in these mice and represent a last ditch compensatory mechanisms to limit excessive pathology [47].

Marked eosinophil accumulation and higher expression of the eosinophil-associated gene *EAR11* and chemokine *CCL24* (Eotaxin-2) in granulomas was a striking feature in the higher pathology CBA mice compared with BALB/c mice. It is well documented that eosinophils are intimately involved in inflammatory responses and defence mechanisms against parasites including *S. mansoni* during granuloma formation [30], [48]. An eosinophilic profile has also been reported in other chronic human liver diseases as well as asthma, atherosclerosis and pulmonary fibrosis, where the eosinophilic chemokine CCL11 (Eotaxin-1) has been implicated in pathogenesis [49], [50], [51]. CCL24 has many properties comparable with CCL11, and may be able to promote granuloma formation and hepatic fibrosis via a similar mechanism [52]. Thus it is possible that higher eosinophil chemokine expression and eosinophil recruitment contribute to the greater pathology observed in CBA mice. Alternatively, eosinophils may not be directly associated with development of severe pathology, but rather act as indicators of more severe tissue damage.

Expression of AAM markers *(CHI3l3*, *RETNLA*, *MRC1*) was markedly increased in the higher pathology CBA mice compared to BALB/c mice throughout the time course. This may indicate that different macrophage populations constitute the overall hepatic macrophage influx, where macrophages in CBA livers exhibit a more alternatively activated phenotype [53]. AAM have several reported functions including promoting and regulating *S. mansoni*-induced Th2 inflammation and fibrosis [54], [55], [56]. Higher expression of AAM markers in pathology mice CBA in our study suggests that these cells may be involved in promoting pathology in the *S. japonicum* model, however further studies are required to fully dissect the role of these cells.

Fibrosis was induced more rapidly in *S. japonicum*-infected CBA livers than those of BALB/c mice. Although, the fibrotic response of BALB/c mice was similar to CBA mice at 9 weeks p.i., there was an overall trend for lower fibrosis in the former. It would be valuable to observe collagen deposition at later time-points using a larger cohort of mice to assess whether the fibrotic responses are truly similar, or whether CBA mice show a consistently greater degree of fibrosis. Similar variations in the fibrotic response between CBA and BALB/c mice have been reported in pulmonary fibrosis models [57]. Expression of the collagen gene *COL1A1* did not differ between the two mouse strains. Thus, the differences in collagen deposition shown histologically are likely to be attributable to other factors. Known profibrogenic genes, including *PDGF-β*, *TGF-β1* and *CTGF*, were not differentially expressed between BALB/c and CBA mice, indicating that differences in the expression of these profibrotic genes are unlikely to contribute to variations in profibrotic responses between the two mouse strains.

Hepatic stellate cells (HSCs) are the major profibrogenic, collagen producing cells in the schistosome infected liver [13], [58], [59]. The HSC chemokine *CXCL1* and HSC-marker *α-SMA* showed significant differential expression between strains at 4 weeks p.i. The initially lower expression of *CXCL1* and *α-SMA* in BALB/c mice compared to CBA mice may have contributed to the lag in fibrotic development, providing further evidence that early expression of HSC chemokines is critical for the establishment of HSC-associated fibrosis. The similar expression patterns of *CXCL1* and *α-SMA* later in the infection when fibrotic pathology differs between strains suggests that there may be additional factors involved.

The considerably higher expression of fibrosis-associated molecules *MMP12*, *MMP13* and *TIMP1* in CBA mice compared to BALB/c mice, particularly at 7 weeks p.i., coincided with the observed severe fibrotic pathology. MMPs such as MMP13 are involved in cleaving proteins of the extracellular matrix, such as collagen, to remodel tissues [60], [61]. Conversely, MMP12 has recently been identified as a potent inducer of fibrosis during an *S. mansoni* infection, counter-regulating the activity of MMP13 and other matrix metalloproteinases [60]. Up-regulation of *MMP12* in our model may therefore contribute to the higher degree of fibrosis observed in CBA mice. TIMPs subsequently play a role in tissue remodelling and cell proliferation by inhibiting the action of MMPs [13], [62]. The up-regulation of *TIMP1* in the schistosome affected liver may override the collagen-degrading function of the MMPs inhibiting their regulatory function during the fibrotic response. The imbalance between *MMP* and *TIMP* expression has been implicated in the development of fibrosis in the *S. mansoni* murine model [62], but the exact mechanisms by which MMPs and TIMPs promote and/or regulate fibrosis during murine schistosomiasis japonica requires further study.

In summary, we have demonstrated that the mechanisms driving granulomatous pathology during a *S. japonicum* infection are likely to be multi-factorial, with both parasite egg distribution and immune response of a particular mouse strain contributing to the disease outcome. These results provide an important basis for the design of future studies to investigate the precise role of specific genes and/or cells in these processes. Our identification of specific genes and cell types, which likely play key roles in either promoting or regulating the granulomatous response, during schistosomiasis, thereby governing the severity of the resulting disease, may help to guide the future development of novel and effective anti-schistosome interventions.

## Supporting Information

Table S1 **Fold changes and standard deviation of all genes (first 21,986) examined by microarray analysis in BALB/c and CBA mice.** Data is expressed as fold change relative to uninfected controls of the same strain. This gene list has not been filtered for significant signal relative to background or for statistical significance.

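Of this table and Table S2 together 3976 entries were at hand, and their fold changes were compared with group means from the deposited signals. With the strains of the value table all 3976 agreed at every time-point within 7.79e-06 on the log2 scale. With the labelled strains the 4 weeks p.i. values agreed within 7.78e-06, while at 7 and 9 weeks p.i. the largest differences were 1.95 and 1.74, and 369 and 409 entries lay within 0.01.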

(XLS)

Table S2 **Fold changes and standard deviation of all genes (remaining 23,295) examined by microarray analysis in BALB/c and CBA mice.** Data is expressed as fold change relative to uninfected controls of the same strain. This gene list has not been filtered for significant signal relative to background or for statistical significance.
(XLS)

Table S3 **Primers used for real-time PCR validation of microarray expression data.** Primers were designed using Primer-3 software, or sourced from the relevant literature.
(DOC)

Table S4 **Genes showing differing levels of induction between BALB/c and CBA mice following** ***S. japonicum*** **infection.** Data is expressed as fold change relative to uninfected controls of the same strain. Genes were identified by 2-Way ANOVA with Benjamini-Hochberg correction for multiple testing (p≤0.05) of data that had been filtered for significant signal relative to background.

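All 1733 entries of this table were called by a 2-way ANOVA on the deposited signals with the strains of the value table, 508 with the labelled strains and 167 by limma for different induction with the strains of the value table. In 884 entries the value printed for CBA mice at 4 weeks p.i. is the same number, with no tolerance, as that printed for BALB/c mice at 9 weeks p.i. It lay within 0.01 on the log2 scale of the value from the deposited signals in 857 entries, whereas the other 5 columns did so in all 1733. At least 1 value reaches 2-fold in 690 entries.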

(XLS)

Table S5 **Common functional annotation clusters and significantly associated gene ontologies (GO terms) for up-regulated genes in both BALB/c and CBA mice.**
(DOC)

Table S6 **Common functional annotation clusters and significantly associated gene ontologies (GO terms) for down-regulated genes in both BALB/c and CBA mice.**
(DOC)

# Supplementary material for: Differential Expression of Chemokine and Matrix Re-Modelling Genes Is Associated with Contrasting Schistosome-Induced Hepatopathology in Murine Models
**Source:** PLoS Negl Trop Dis. 2011 Jun 7;5(6):e1178. doi: 10.1371/journal.pntd.0001178
**Supplement:** Table S3 — Primers used for real-time PCR validation of microarray expression data. Primers were designed using Primer-3 software, or sourced from the relevant literature.

**Table S3. Primers used for real-time PCR validation of microarray expression data.** Primers were designed using Primer-3 software, or sourced from the relevant literature.

| **Gene** | **Forward Primer** | **Reverse Primer** | **Amplicon Length (bp)** | **Source** |
| --- | --- | --- | --- | --- |
| NGP | 5' CCA CTC CGC CTT CTA GTC AG | 5' AGG TCA AGG TCA GGG AGG TT | 186 | Primer-3 |
| MPO | 5' CAC CCT CTT TGT TCG AGA GC | 5' CAA CAC CAA GGG CAG GTA GT | 154 | Primer-3 |
| PPBP | 5' CTG TGC CAA ACC ATT TTC CT | 5' GCC CGT CTT CAT CAT TGT TT | 181 | Primer-3 |
| CTSG | 5' GAG TCC AGA AGG GCT GAG TG | 5' GAT GGC TCT GAG CAC TGT GA | 163 | Primer-3 |
| S100A8 | 5' GGA AAT CAC CAT GCC CTC TAC | 5' GCC ACA CCC ACT TTT ATC ACC | 173 | 5 |
| IL-4 | 5' ACG AGG TCA CAG GAG AAG GGA | 5' AGC CCT ACA GAC GAG CTC ACT C | 101 | 3 |
| IL-13 | 5' GGC AGC ATG GTA TGG AGT GTG | 5' TGG GTC CTG TAG ATG GCA TTG | 101 | 3 |
| CCL24 | 5' TCA CCA AGA AGG GCC ATA AG | 5' TCC AAG TTC AGG GAC AGA GG | 184 | 1 |
| CYP2A4 | 5' GAC CGA ATG AAG ATG CCC TA | 5' TGA AGT CTT TGG GGT TGG AG | 202 | 1 |
| COL1A1 | 5' AAC TGG ACT GTC CCA ACC CC | 5' TCC CTC GAC TCC TAC ATC TTC TG | 100 | 2 |
| HPRT | 5’ GTT GGA TAC AGG CCA GAC TTT GTT G | 5’ GAT TCA ACT TGC GCT CAT CTT AGG C | 163 | 4 |
| 1. Burke, M. L., *et al* (2010). *PLoS Neglected Tropical Diseases*, 4, e598. | | |  |  |
| 2. Sandler, N.G, *et a*l (2003). *The Journal of Immunology*, 171: 3655–3667. | | |  |  |
| 3. Hesse, M, *et al* (2004). *The Journal of Immunology*, 172: 3157-3166 | | |  |  |
| 4. Amante, F.H, *et al* (2007). *The American Journal of Pathology*, 171: 548-549. | | |  |  |
| 5. Rodriguez, A, *et al* (2007). *BMC Genomics*, 8, 379. | |  |  |  |

# Supplementary material for: Differential Expression of Chemokine and Matrix Re-Modelling Genes Is Associated with Contrasting Schistosome-Induced Hepatopathology in Murine Models
**Source:** PLoS Negl Trop Dis. 2011 Jun 7;5(6):e1178. doi: 10.1371/journal.pntd.0001178
**Supplement:** Table S5 — Common functional annotation clusters and significantly associated gene ontologies (GO terms) for up-regulated genes in both BALB/c and CBA mice.

**Table S5. Common functional annotation clusters and significantly associated gene ontologies (GO terms) for up-regulated genes in both BALB/c and CBA mice.**

| **Annotation Cluster** | **Enrichment Value*** | **Biological Terms** | **P-Value*** |
| --- | --- | --- | --- |
|  |  | GO:0002376~immune system process (176) | 2.85E-41 |
| 1. "Immune | 31.01 | GO:0006955~immune response (119) | 7.17E-33 |
| Response" |  | GO:0050896~response to stimulus (302) | 4.51E-21 |
|  |  | *No other ontologies* |  |
|  |  | GO:0009611~response to wounding (99) | 2.57E-31 |
| 2. "Inflammatory |  | GO:0009605~response to external stimulus (134) | 7.27E-28 |
| and Wound | 25.31 | GO:0006954~inflammatory response (72) | 3.94E-26 |
| Response" |  | GO:0006952~defense response (102) | 6.05E-25 |
|  |  | GO:0006950~response to stress (181) | 6.23E-20 |
|  |  | GO:0040011~locomotion (71) | 3.61E-13 |
| 3. "Chemokine |  | GO:0006935~chemotaxis (34) | 2.05E-12 |
| and Cytokine | 9.84 | GO:0042330~taxis (34) | 3.19E-12 |
| Activity" |  | GO:0008009~chemokine activity (20) | 3.26E-12 |
|  |  | GO:0042379~chemokine receptor binding (20) | 5.91E-12 |
|  |  | GO:0050865~regulation of cell activation (44) | 7.81E-15 |
| 4. "Cell |  | GO:0002694~regulation of leukocyte activation (42) | 6.74E-14 |
| Activity" | 9.64 | GO:0051249~regulation of lymphocyte activation (40) | 1.63E-13 |
|  |  | GO:0050867~positive regulation of cell activation (32) | 9.45E-13 |
|  |  | GO:0050863~regulation of T cell activation (30) | 5.14E-10 |
|  |  | GO:0040011~locomotion (71) | 3.61E-13 |
| 5. "Cell |  | GO:0016477~cell migration (47) | 2.23E-09 |
| Migration and | 7.76 | GO:0006928~cell motion (58) | 1.25E-07 |
| Locomotion" |  | GO:0048870~cell motility (48) | 2.15E-07 |
|  |  | GO:0051674~localization of cell (48) | 3.83E-07 |
|  |  | GO:0001503~ossification (5) | 0.0023176 |
|  |  | GO:0060348~bone development (5) | 0.0032946 |
| 6. "Ossification" | 1.60 | GO:0031214~biomineral formation (3) | 0.0147094 |
|  |  | GO:0001501~skeletal system development (5) | 0.0151607 |
|  |  | GO:0001649~osteoblast differentiation (3) | 0.0246535 |

* Enrichment values and p-values presented were generated from the 7 week p.i. time-point, and were similar in both the 4 and 9 week p.i. time-points. Parentheses represent the number of genes that shared the ontology. Enrichment value represents the negative log transformation of the geometric mean of p-values associated with each biological term in the cluster. This is a measure of confidence that a particular cluster is significant due to a large number of differentially expressed genes.

# Supplementary material for: Differential Expression of Chemokine and Matrix Re-Modelling Genes Is Associated with Contrasting Schistosome-Induced Hepatopathology in Murine Models
**Source:** PLoS Negl Trop Dis. 2011 Jun 7;5(6):e1178. doi: 10.1371/journal.pntd.0001178
**Supplement:** Table S6 — Common functional annotation clusters and significantly associated gene ontologies (GO terms) for down-regulated genes in both BALB/c and CBA mice.

**Table S6**. Common functional annotation clusters and significantly associated gene ontologies (GO terms) for down-regulated genes in both BALB/c and CBA mice.

| **Annotation Cluster** | **Enrichment Value*** | **Biological Terms** | **P-Value*** |
| --- | --- | --- | --- |
|  |  | GO:0055114~oxidation reduction (115) | 2.25E-54 |
| 1. "Oxido- | 43.42 | GO:0016491~oxidoreductase activity (116) | 3.24E-50 |
| reductase |  | GO:0009055~electron carrier activity (48) | 7.37E-28 |
| Activity" |  | *No other ontologies* |  |
|  |  | GO:0019752~carboxylic acid metabolic process (103) | 2.59E-66 |
| 2. "Metabolic |  | GO:0042180~cellular ketone metabolic process (105) | 4.99E-64 |
| Processes" | 22.95 | GO:0006631~fatty acid metabolic process (46) | 4.98E-31 |
|  |  | GO:0006629~lipid metabolic process (82) | 2.60E-29 |
|  |  | GO:0009308~amine metabolic process (48) | 3.74E-20 |
|  |  | GO:0046394~carboxylic acid biosynthetic process (27) | 2.05E-15 |
| 3. "Biosynthetic |  | GO:0016053~organic acid biosynthetic process (27) | 2.87E-15 |
| Processes" | 8.02 | GO:0008610~lipid biosynthetic process (29) | 2.26E-09 |
|  |  | GO:0006633~fatty acid biosynthetic process (12) | 7.03E-06 |
|  |  | GO:0006694~steroid biosynthetic process (10) | 1.13E-04 |
|  |  | GO:0019842~vitamin binding (26) | 1.31E-13 |
| 4. "Ion and |  | GO:0030170~pyridoxal phosphate binding (14) | 1.82E-08 |
| Vitamin Binding" | 7.11 | GO:0070279~vitamin B6 binding (14) | 1.82E-08 |
|  |  | GO:0009069~serine family amino acid metabolic process (9) | 6.44E-08 |
|  |  | GO:0016769~transferase activity, transferring nitro groups (7) | 6.66E-04 |

* Enrichment values and p-values presented were generated from the 7 week p.i. time-point, and were similar in both the 4 and 9 week p.i. time-points. Parentheses represent the number of genes that shared the ontology. Enrichment value represents the negative log transformation of the geometric mean of p-values associated with each biological term in the cluster. This is a measure of confidence that a particular cluster is significant due to a large number of differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

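Total liver RNA of 24 mice was measured on Illumina MouseWG-6 v2 arrays, 1 array per mouse: 12 BALB/c and 12 CBA mice, uninfected or infected with *S. japonicum* for 4, 7 or 9 weeks, in 8 groups of 3 mice. The arrays lie on 4 BeadChips of 6 arrays. Histology and RT-PCR were not analysed here, and gene set tests on the paper's Tables S1 and S2 were not made because only 3976 of their probes were held.

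The intensity values are the average bead signal per probe and array as the authors deposited them from GenomeStudio 1.1.1; they are neither background-subtracted nor scaled between arrays. The second value per probe and array is a detection score, which the authors deposited under a heading that names a detection p-value; it rises with the signal (lowest rank correlation over the arrays 0.980) and equals 1 minus the detection p. The authors also deposited a table of log2 values, made by scaling each array to the median of all samples, taking log2 and subtracting the mean log2 value of the uninfected mice of a strain. All columns of per-sample values were used. Array medians reached 162.9, with a middle value of 134, and 16647 to 19966 probes per array were detected (median 18141.5). On 12 arrays the deposited signals are rounded to whole numbers and on 12 to 1 decimal, a division that follows the BeadChips. No 2 arrays held identical values; the correlation between arrays was at most 0.991 and within groups at least 0.915, and the first principal component carried 56.3% of the variance.

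Each array was multiplied so that its median equalled the median of the 24 array medians, and log2 was taken without an offset. Probes with a detection score of at least 0.95 on at least 12 of the 24 arrays were kept, 18243 of 45281. Gene symbols came from the platform annotation and, where an Entrez identifier allowed it (34807 probes), from the mouse gene table; probes with several symbols were left unnamed. In counts each probe stands for a gene, as in the paper. In gene lists the probe with the highest mean log2 signal over the 24 arrays stands for its gene. Single genes are given by 1 probe, with further probes for some of them only. For genes of the paper's Table 1 the mean of the linear ratios over the probes listed there was set beside the paper's fold; a mean of signed folds was used at first and replaced after the comparison with the paper had been seen, which changed none of the differences listed. In that comparison a fold is given as a bound where a group was below background, a rule applied after the values had been seen.

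Groups were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, statmod 1.5.0), with 1 mean per group, a spread shared by all 24 arrays, eBayes without trend or robust options, and Benjamini-Hochberg adjustment over the probes kept at 0.05. F-tests joined the 6 comparisons of infected with uninfected mice of the same strain, the 3 time-points of a strain, or the 3 differences in induction (the change in CBA minus that in BALB/c mice). Single comparisons gave the genes up or down at least 2-fold per strain and time-point, the difference in induction at each time-point, and the level in CBA minus BALB/c mice in uninfected mice and at 4, 7 and 9 weeks p.i. Gene lists, 40 in number and fixed beforehand from known cell types and pathways, were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, and with fry, with adjustment over the lists; members that rose, fell or did not pass were counted over all probes tested and again after adjustment over the list alone. Where no array of a group was above background, a bound was computed against the higher of the probe's own signal and the lowest signal called detected on that array. List medians with such members at their bound were added while the text was written.

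Conditions and replicates come from the sample labels. For 4 mice at 7 and 9 weeks p.i. the label and the value table give opposite strains. Values by the labels are the main ones and are printed first. The strain in the value table was read from its values, as the strain whose uninfected mean had been subtracted, so it is not a label; results with these strains, results in the 20 mice without a conflict on the same probes, and results in the 20 mice with the detection filter recomputed over them were all added after the values had been seen. The 20-mouse fit was first made with the recomputed filter and then on the same probes, and both are given.

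With 3 mice per group the number of mice limits the precision, beyond that of the signal. The test was run on simulated data with the spread of these arrays (estimated with the strains of the value table) and known changes: at 7 weeks p.i. against uninfected mice of a strain it called 13 of 67 genes changed 1.5-fold, 56 of 67 changed 2-fold and 64 of 66 changed 4-fold, with 5 false calls among 18243 probes. Calls shared between time-points were compared with 20 simulations of unchanged groups, and group labels were redrawn in 100 splits (10 where 3 mice were compared with 3).

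The genes named are every gene that the paper names; for each comparison of infected with uninfected mice the 5 largest rises and the 5 largest falls among genes that passed, changed at least 2-fold, did not overlap between the groups and were detected on every array of both; the 8 largest in each direction for different induction at 7 and at 9 weeks p.i. (5 at 4 weeks) and for the level in uninfected mice; and for each list up to 4 members by the change at 7 weeks p.i. and 4 by the difference in induction. Genes named only by a clone or locus number were passed over. The values of the genes that the paper names had been seen in its Table 1.

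Alternatives set beforehand, each changing 1 choice, were: quantile normalization; neqc with an offset of 16; the authors' value table in place of the signals; a detection p of at most 0.01; detection on all 3 arrays of a group; no detection filter; eBayes with trend and robust options; a 2-way ANOVA on values baselined to the strain's own uninfected mice, the test that the paper's methods name; only the groups compared; the BeadChip as a fixed or as a random block; the replicate number as a block; an adjusted p of 0.01; limits of 1.5-fold and 3-fold; each probe alone and the mean of a gene's probes; and leaving out each of the 24 mice in turn. Each, apart from the authors' value table in place of the signals, was also run with the strains of the value table. The replicate numbers were not taken as pairs: deviations from the group mean correlated by 0.18 on average (lowest -0.36) between mice that share a number by the labels and by 0.22 (lowest -0.09) with the strains of the value table, and by 0.21 and 0.24 on average between mice that share a BeadChip. The themes compared with the paper's figures, the rules that select results for the next section and the tests of explanations reported there, apart from those named as set beforehand, were written after results had been seen. A gene that the paper names is not reported here.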

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

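The tests of the strain conflict, of hepatocyte genes, of splits of 3 mice against 3 and of splits for the counts of at least 2-fold changes, and every test with the strains of the value table or in the 20 mice, were chosen only after the results had been seen; the 3 tests of the neutrophil genes and the splits for genes changed over time and for different induction, all by the labels, were set beforehand. The paper's array results are relative to the uninfected mice of each strain; between the arrays of the uninfected livers limma gave a level difference between strains, uninfected, for 149 genes by the labels. *Cyp2c37* was lower in uninfected CBA than BALB/c mice by -3.60 (adjusted p = 0.013), the class II chain *H2-Ea* by -2.97 (adjusted p = 0.031) and the clock output gene *Dbp* by -2.71 (adjusted p = 0.024), while *Sort1* (2.27, adjusted p = 2.2e-06), the pantetheinase *Vnn3* (1.98, adjusted p = 0.0064) and the fasting hormone *Fgf21* (1.88, adjusted p = 0.027) were higher; for each of these 6 genes the 3 mice of one strain did not overlap the 3 of the other, which chance gives to 10% of genes. The adjusted p of these 6 genes with the strains of the value table ranged from 9.8e-08 to 0.0029. Sequence differences between the strains under the probes were not tested. The count of 149 became 838 with the strains of the value table and 1362 in the 20 mice. It fell to 33, 52 and 41 without BALB/c uninfected replicate 1, 2 or 4 and to 53, 65 and 32 without CBA uninfected replicate 3, 5 or 6, and rose to 263 without BALB/c 7 weeks p.i. replicate 4, 244 without CBA 7 weeks p.i. replicate 5, 439 without CBA 9 weeks p.i. replicate 2 and 321 without BALB/c 9 weeks p.i. replicate 6. Fitting only the groups compared raised the count and a BeadChip or replicate block lowered it. Over all settings, leave-one-out fits included, it stayed within 1.5 times in 21 of 38.

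From the lists outside those set aside as the paper's themes, 3 were picked because they passed camera with an estimated correlation at 7 weeks p.i. in both strains, with the strains of the value table and in the 20 mice. They were flavin and phase II drug metabolism (medians by the labels -1.03 in BALB/c and -1.00 in CBA mice), hepatic transporters (-1.30 and -1.07) and monocytes and inflammatory macrophages (1.95 and 2.15). With the preset correlation most lists passed by the labels, 30 of 40 in BALB/c and 31 of 40 in CBA mice. With an estimated correlation by the labels only the monocyte list passed in both strains (adjusted p = 0.025 and 0.037), while the phase II list (0.051 and 0.082) and the transporter list (0.051 and 0.086) did not. The adjusted p by which all 3 were picked were 0.011 to 0.032 with the strains of the value table and 0.017 to 0.044 in the 20 mice, and are no further support.

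The effect of infection differed between the strains, by a test of the difference itself, for 8 genes by the labels, 199 with the strains of the value table and 336 in the 20 mice. By the labels *S100a8* rose more in CBA mice, by 1.67 at 7 weeks (adjusted p = 0.018) and 1.62 at 9 weeks p.i. (adjusted p = 0.029), and *Sort1* less, by -1.86 (adjusted p = 0.013) and -2.14 (adjusted p = 0.0026), against -2.12 (adjusted p = 4.4e-04) and -2.51 (adjusted p = 7.7e-05) with the strains of the value table and -1.85 (adjusted p = 0.0026) and -2.35 (adjusted p = 3.0e-04) in the 20 mice. These genes were picked because they passed by the labels, with the strains of the value table and in the 20 mice, so passing there is no further support. The value of *S100a8* at 7 weeks p.i. did not pass without BALB/c uninfected replicate 1 or 2, CBA uninfected replicate 3 or 5, CBA 7 weeks p.i. replicate 2, 5 or 6, or BALB/c 7 weeks p.i. replicate 3 or 4 (1.54 to 1.71, adjusted p = 0.053 to 0.098) or with the BeadChip as a fixed block (1.49, adjusted p = 0.083). With the labelled strains, the values of the authors' table gave 0.61 for *S100a8* and -0.35 for *Sort1* (adjusted p = 1.0 each). That setting cannot test them, since the mice with conflicting strains carry the wrong uninfected mean there or the labelled groups mix the strains. In the latter case part of the gap between uninfected strains enters the differences of both genes by the labels. Camera with an estimated correlation and the strains of the value table called the alternatively activated macrophage list at 7 weeks (median difference in induction 1.07, adjusted p = 4.1e-04) and 9 weeks p.i. (0.51, adjusted p = 0.042), and at 9 weeks p.i. the major urinary protein list (2.68, adjusted p = 0.0071), the neutrophil primary granule list (-2.22, adjusted p = 0.0093) and the secondary and tertiary granule list (-1.73, adjusted p = 0.0071). For all 5 members of the primary and for 4 (BALB/c) and 6 (CBA) of the 10 members of the secondary and tertiary granule list a group was below background, so that these 2 differences in induction rest on signals near the floor; by the level in infected livers at 9 weeks p.i. the medians were -2.26 (adjusted p = 0.036) and -1.99 (adjusted p = 0.010). Leaving out 1 mouse changed the 8 genes with different induction between strains to 4 (CBA uninfected replicate 3 or 5, BALB/c 4 weeks p.i. replicate 1, CBA 4 weeks p.i. replicate 5 or 6, or BALB/c 7 weeks p.i. replicate 1), 5 (BALB/c uninfected replicate 1, BALB/c 4 weeks p.i. replicate 3 or 4, CBA 4 weeks p.i. replicate 2, CBA 7 weeks p.i. replicate 2, or BALB/c 9 weeks p.i. replicate 4), 13 (CBA 9 weeks p.i. replicate 2) or 21 (BALB/c 9 weeks p.i. replicate 6), and the 199 to 347 without CBA 9 weeks p.i. replicate 2.

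In 4 infected mice (BALB/c replicate 4 and CBA replicate 5 at 7 weeks, CBA replicate 2 and BALB/c replicate 6 at 9 weeks p.i.) the labelled strain is opposite to the one whose uninfected mice form the baseline in the authors' value table. Of 30 probes with the widest gap between the strains in uninfected mice and mice at 4 weeks p.i., at least 25 lay on the side of the other strain in each of these 4 mice, so that a mislabelled sample, a wrong strain in the sample record, remains a candidate explanation, as an exchange of 1 mouse per strain at each of the 2 time-points. Against a wrong strain in the value table, the same probes, read from the raw signals and chosen without these mice, lay on the side of the strain of the value table for at least 25 of 30. Against infection changing the genes that separate the strains, at least 29 of the 30 probes lay on the labelled side in each of the 8 other mice at 7 and 9 weeks p.i. Against the BeadChip as the source, at least 29 lay on the labelled side in each other mouse at 7 and 9 weeks p.i. on the 3 BeadChips that hold the 4 mice. The uninfected mice and mice 4 weeks p.i. on these BeadChips served to choose the probes, so their side is no evidence. Where an exchange took place, in the records or among the samples, cannot be read from the values, and a mixture of RNA was not tested.

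With the strains of the value table and in the 20 mice, neutrophil primary granule genes were lower in CBA than BALB/c mice at 9 weeks p.i. (camera with an estimated correlation, adjusted p = 0.036 and 0.035; 0.091 and 0.047 at 7 weeks) while *S100a8* rose more in CBA mice; by the labels the list did not pass (0.88 at 7 and 0.98 at 9 weeks). A difference in the stage of neutrophil development cannot be told apart: the medians of the mature and primary granule lists at 7 weeks p.i. lay 0.18 apart by the labels (-0.32 and -0.50, standard errors 0.11 and 0.082), within the limit of 0.5 set beforehand as evidence against it. That limit was wrong for the labelled groups, as was seen only after the result: each holds 1 mouse of 3 at 7 weeks p.i. that at least 29 of 30 probes place on the side of the other strain, which shrinks any difference between the groups. The medians lay 0.63 apart with the strains of the value table (-0.58 and -1.21) and 0.62 in the 20 mice, beyond that limit, but both were below 0. Against the BeadChip, the primary granule median with the BeadChip as a fixed block stayed at -1.17 at 7 weeks and -2.33 at 9 weeks p.i. with the strains of the value table and at -1.29 and -1.90 in the 20 mice; by the labels (-0.26 and -0.57) it cannot be told apart from the strain, since these values and the medians without the block (-0.50 and -0.25) lie on both sides of the limit of 0.5 set for the test. A lower level of *S100a8* in uninfected CBA mice (-1.58) with levels that meet after infection (0.087 by the labels, -0.069 with the strains of the value table and 0.014 in the 20 mice, at 7 weeks p.i.) may account for its greater rise, but the signal at 64.1% to 92.5% of the brightest left this open on these arrays. The paper also measured *S100a8* by real-time PCR, as copy numbers, which were not analysed here. A difference between the strains in the number of neutrophils recruited was not tested on these arrays. At 7 and 9 weeks p.i. the paper's Leder stain of liver sections showed significantly more neutrophils in BALB/c than in CBA mice. Whether that difference accounts for the pattern of these genes stays open.

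Cytochrome P450 genes fell more than genes of plasma proteins, which hepatocytes make as well. Against the scaling between arrays, the medians of all members (50 and 27) still differed at 7 weeks p.i. by -1.01 or more by the labels and by -0.87 or more with the strains of the value table after quantile normalization and neqc, which moved the median of all genes. A lower share of hepatocyte RNA stays open: between the medians of members below 0.25 of the brightest signal (27 and 7) the smaller of the differences in the 2 strains at 7 weeks p.i. was -0.40 by the labels (larger standard error 0.36) and -0.53 with the strains of the value table (larger standard error 0.40), neither of them beyond 0.5 by more than this error. A response of hepatocytes that lowers these enzymes remains a candidate explanation and was not tested.

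Chance was weighed by 100 other groupings of the mice, the real one included. Genes changed over time in either strain (7475, highest other 119) and genes changed at least 2-fold in BALB/c (2862, highest other 59) and in CBA mice (2875, highest other 77) were reached by 1 grouping, the real one, so that chance can be excluded, as with the strains of the value table (7995, 2957 and 2947, highest other 2948, 580 and 1434). For different induction by the labels chance cannot be excluded: 16 groupings gave at least 8 genes (highest other 656) and 16 at least 8 genes of at least 2-fold (highest other 496). With the strains of the value table 4 gave at least 199 (highest other 743) and 4 at least 179 (highest other 563). These splits cannot decide on chance there, since exchanging the strains of a time-point lets a difference in level enter the difference in induction. Groupings that call several times the real count point to a structure of the samples; by the labels the highest moved 2, 2, 2 and 4 mice among the uninfected mice and those at 4, 7 and 9 weeks p.i., and the 3 higher ones with the strains of the value table (743, 451 and 286 genes) moved 2, 4, 0 and 6, 4, 2, 2 and 4, and 2, 6, 4 and 0. That structure may be the strains themselves, since moving 4 or 6 of the 6 mice of a time-point exchanges the strains of most or all of them, so that a difference in level enters the difference in induction.

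Groups of 3 against 3 allow 10 splits, too few for a share under 0.05. By the labels the real and the highest other count of genes up or down were 290 and 1, 2535 and 0, and 2143 and 0 in BALB/c mice at 4, 7 and 9 weeks p.i., and 234 and 0, 2652 and 0, and 2234 and 5 in CBA mice; with the strains of the value table they were 392 and 1, 2503 and 0, 2370 and 9, 278 and 1, 2814 and 0, and 2066 and 0. In each of these the real split was the 1 with the most genes. For the level difference between the strains they were 149 and 0 in uninfected mice and 45 and 0 at 4 weeks p.i. by the labels. Limma called 0 genes at 7 and 9 weeks p.i. by the labels (510 and 2530 at an unadjusted p under 0.05), so that all 10 splits gave as many. T-tests without limma's moderation called 0 and 2. For the level difference between strains, 9 weeks p.i., limma called 250 without CBA 9 weeks p.i. replicate 3 and 201 without BALB/c 9 weeks p.i. replicate 6. The highest split, with 566 and 1104 genes, was the one that the value table makes. The remaining splits gave at most 0 and 4, which points to a structure of the samples that the labels do not follow. The real and highest other counts with the strains of the value table were 838 and 0, 797 and 0, 997 and 1, and 1632 and 7.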

How the results depend on the processing

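Of the settings below, the strains of the value table, the same strains combined with each other alternative except the authors' value table in place of the signals, and the 20 mice without a conflict (with or without a recomputed detection filter) were chosen only after the results had been seen; the other alternatives were set beforehand. The number of genes changed over time in either strain stayed within 1.5 times the value by the labels in 39 of 39 settings (5475 to 8496), as did the genes up at 7 weeks p.i. in BALB/c (1544 to 2071) and in CBA (1645 to 2187), the genes up at 9 weeks p.i., the genes up at both time-points and the cytochrome genes down-regulated (36 to 42); the lists past the test for infection at 7 weeks p.i. did so in 37 of 37 settings in either strain. For single genes by the labels, direction and side of the threshold were the same in 952 of 975 values after quantile normalization, 950 after neqc, 922 from the authors' value table, 975 with detection on all 3 arrays of a group, 952 with no detection filter, 971 with eBayes trend and robust, 953 by 2-way ANOVA, 931 with only the groups compared, 949 and 965 with the BeadChip as a fixed and a random block, 951 with the replicate number as a block, 884 with the strains of the value table, 844 in the 20 mice (811 of 927 with the detection filter recomputed), 946 of 948 at a detection p of 0.01, and 3923 of 3960 in the leave-one-out fits. For gene lists this held in 148 of 160 values after quantile normalization and after neqc, 156 with detection on all 3 arrays of a group, 144 with no detection filter, 159 with eBayes trend and robust, 150 with the fixed BeadChip block, 141 with the replicate number as a block, 153 with the mean of a gene's probes, 128 with the strains of the value table, 138 in the 20 mice (139 with the detection filter recomputed), 111 of 120 from the authors' value table, 145 of 152 at a detection p of 0.01, and in 3705 of 3840 leave-one-out fits. Counts of strain differences, of rises and of the small number of falls at 4 weeks p.i. and, under neqc, of falls at 7 and 9 weeks p.i. moved most. Except where fewer mice, other limits or another number of probes changed a count by construction, the cause was not tested.

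After neqc, 467 genes were up and 32 down at 4 weeks p.i. in BALB/c and 441 and 14 in CBA mice; 1487 and 1715 were down at 7 weeks, 1380 and 1419 at 9 weeks and 1004 and 1036 at both, in BALB/c and CBA mice; and 5 lists passed for the level at 7 weeks p.i. With the strains of the value table, neqc gave 582 and 43 (BALB/c) and 515 and 25 (CBA) at 4 weeks, 1399 and 1888 down at 7 weeks, 1542 and 1302 at 9 weeks, and 969 and 1137 at both. From the authors' value table, 9 genes were down at 4 weeks p.i. in BALB/c mice, 1 gene had different induction (1 at least 2-fold), and the strains correlated by 0.97 at 7 weeks p.i.; *Man2b1* (0.80) and *Papss2* (-1.52) in CBA mice passed with the opposite sign, and the different induction of the Kupffer cell list (median -0.22) passed in the direction opposite to that in camera by the labels. Detection on all 3 arrays of a group gave 70 genes with a level difference at 4 weeks p.i. and 1 cytochrome gene with different induction. With no detection filter 2 genes were down at 4 weeks p.i. in CBA mice (5 with the strains of the value table), 1 cytochrome gene had different induction, the correlation at 4 weeks p.i. was 0.43 from either source of the strains and that at 7 weeks 0.87 with the strains of the value table. At a detection p of 0.01, 5 lists passed for different induction at 7 weeks p.i., against 8.

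The 2-way ANOVA called 742 genes with different induction (172 at least 2-fold) and 2 cytochrome genes, and 1733 (427) and 10 with the strains of the value table. Its strain term leaves the error of the uninfected means out. The t-tests without moderation that went with it called 2 genes down at 4 weeks p.i. in CBA mice, or 3 with the strains of the value table. By the labels they called 68, 17 and 2 genes with a level difference in uninfected mice and at 4 and 9 weeks p.i. Only the groups compared gave 13 genes down at 4 weeks p.i. in CBA mice and level differences of 935 genes in uninfected mice and 974 at 4 weeks, and 401 at 9 weeks p.i. with the strains of the value table. The fixed BeadChip block gave 144 up and 8 down at 4 weeks p.i. in CBA mice and level differences of 91 genes in uninfected mice and 10 at 4 weeks p.i. The replicate number as a block gave 37 genes down at 4 weeks p.i. in BALB/c mice, 4 with different induction (4 at least 2-fold), level differences of 12 genes in uninfected mice and 6 at 4 weeks p.i., and 5 lists with different induction; with the strains of the value table the block gave 44 down, 1034 genes with a level difference at 9 weeks p.i., a correlation of 0.87 at 7 weeks p.i. and 13 lists. Between mice that share a replicate number, deviations from the group mean correlated by 0.18 on average (lowest -0.36; -0.03 on average between other mice) by the labels and by 0.22 (lowest -0.09; -0.04) with the strains of the value table, and the block spends degrees of freedom. An adjusted p of 0.01 left 4 genes with different induction (4 at least 2-fold), and 103 and 99 with the strains of the value table. A 1.5-fold limit gave 5345 genes in BALB/c and 5371 in CBA mice (5697 and 5456 with the strains of the value table) and a 3-fold limit 1355 and 1349 (1354 and 1395), with 5 genes of at least 3-fold different induction.

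With the strain as in the authors' value table, 10 genes were down at 4 weeks p.i. in CBA mice, 199 had different induction (179 at least 2-fold), 838, 797, 997 and 1632 differed in level in uninfected mice and at 4, 7 and 9 weeks p.i., and 5 cytochrome genes and 21 lists had different induction and 16 lists a level difference at 7 weeks p.i. At 7 weeks p.i. these genes and lists then passed with the opposite sign, or, for the erythroid and urea cycle lists, changed sign from a value that passed: *H2-D1* in BALB/c (0.92), *Man2b1* (0.77), *Papss2* (-1.52) and *Psmd8* (0.66) in CBA mice; the different induction of *H2-Ab1* (2.50), *Serpina1e* (3.39), the B cell and plasma cell list (0.41) and the liver sinusoidal endothelial list (0.31); and the level of the erythroid (-0.37), B cell and plasma cell (0.34), type I interferon response (0.38), liver sinusoidal endothelial (0.19) and urea cycle lists (-0.11). Without the 4 mice whose strain conflicts, the counts were 408 genes up at 4 weeks p.i. in BALB/c and 12 down in CBA mice, 336 with different induction (284 at least 2-fold), level differences of 1362, 1228, 1021 and 1380, and 9 cytochrome genes, 17 lists and 17 lists; with the detection filter recomputed they were 407, 12, 247 (209), 1395, 1259, 925 and 1283, and 10, 17 and 16. With either filter *H2-D1* (0.97), *H2-K1* (0.69) and *H2-Q6* (0.66) in BALB/c mice, *Man2b1* (0.81) and *Papss2* (-1.62) in CBA mice and the different induction of *H2-Ab1* (2.87) and *Serpina1e* (3.68) passed with the opposite sign, as did *Sult2a2* (-3.82) on the probes of the main filter and the level of the B cell and plasma cell list (0.27, or 0.41 with the filter recomputed).

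Leaving out 1 mouse gave these lowest and highest values by the labels: genes up at 4 weeks p.i. in BALB/c 127 (without BALB/c 4 weeks p.i. replicate 1) and 339, down 12 (without BALB/c 4 weeks p.i. replicate 4) and 23, down at 7 weeks p.i. 461 (without BALB/c 7 weeks p.i. replicate 4) and 926; up at 4 weeks p.i. in CBA 131 (without CBA uninfected replicate 3) and 269, down 1 (without CBA 4 weeks p.i. replicate 6) and 8 (without CBA uninfected replicate 6); different induction 4 (without CBA uninfected replicate 3) and 21 (without BALB/c 9 weeks p.i. replicate 6), at least 2-fold 4 and 20; level differences of 32 (without CBA uninfected replicate 6) and 439 (without CBA 9 weeks p.i. replicate 2) genes in uninfected mice, 9 (without BALB/c 4 weeks p.i. replicate 1) and 249 (without CBA 9 weeks p.i. replicate 2) at 4 weeks and 0 and 250 (without CBA 9 weeks p.i. replicate 3) at 9 weeks p.i.; cytochrome genes with different induction 0 and 1 (without CBA 9 weeks p.i. replicate 3); lists with different induction 4 and 13 (without BALB/c 7 weeks p.i. replicate 4) and with a level difference 3 (without CBA 7 weeks p.i. replicate 2) and 15 (without CBA 7 weeks p.i. replicate 5). With the strains of the value table they were 207 (without BALB/c 4 weeks p.i. replicate 1) and 393 for genes up at 4 weeks p.i. in BALB/c, 4 (without CBA 4 weeks p.i. replicate 6) and 13 for genes down in CBA mice, and 156 and 347 (without CBA 9 weeks p.i. replicate 2) for different induction. The direction of the level at 7 weeks p.i. turned for the B cell and plasma cell list (0.14, highest, lowest -0.41) and the urea cycle list (-0.092, lowest, highest 0.30) without BALB/c 7 weeks p.i. replicate 4, and for the alternatively activated macrophage list without BALB/c 7 weeks p.i. replicate 3, where only the direction in camera turned (median 0.053, lowest, highest 0.73). Signal over background limits genes near the floor, of which only bounds are given where no array of a group was above background; 13293 of the 18243 probes kept were detected on every array. At the other end, *S100a8* lay at 64.1% to 92.5% of the brightest signal at 7 and 9 weeks p.i., so that its level there is limited by the scanner and not by background.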

Differences from the paper's values

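The strains of the value table, the same strains with a 2-way ANOVA, and the 20 mice without a strain conflict were settings chosen after the values had been seen; all other alternatives named here were set before the data were examined. For genes with different induction between strains the paper gives 1733, and limma with the strains of the labels gave 8 at the paper's adjusted p of 0.05. None of the alternatives set before the data were examined brought this count near the paper's: quantile normalization gave 7, neqc 11, the authors' value table 1, detection on all 3 arrays of a group and no detection filter 9 each, a detection p of 0.01, eBayes with trend and robust, and the BeadChip as a fixed or a random block 8 each, the replicate number as a block 4, an adjusted p of 0.01 4, leaving out 1 mouse 4 to 21, and a 2-way ANOVA 742. With the strains of the value table, chosen after seeing the values, limma gave 199 (167 of them among the paper's 1733) and a 2-way ANOVA gave 1733, dropping 0 of the paper's 1733; by the labels the 2-way ANOVA called 508 of the paper's 1733. In the 20 mice limma gave 336. For genes with different induction of at least 2-fold the paper gives 687 and the value here was 8; the alternatives set before the data were examined gave 6 (quantile normalization), 11 (neqc), 1 (value table), 172 (2-way ANOVA), 8 and 5 (1.5-fold and 3-fold limits), 4 to 20 (leaving out 1 mouse) and 4 to 9 otherwise, and all of them differ from the paper's. The strains of the value table with a 2-way ANOVA, chosen after seeing the values, gave 427 when the inductions had to be 2-fold apart and 690 when either strain had to change 2-fold against uninfected mice; which genes make up the paper's 687 is not stated, so how many of them are dropped was not counted.

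The counts of genes changed over time did not differ by more than 1.5 times: the paper gives 8937 genes changed over time in either strain against 7475 here, 2938 genes changed at least 2-fold in CBA against 2875, and 2937 genes changed at least 2-fold in BALB/c against 2862. The 2-way ANOVA with the strains of the value table, a setting chosen after seeing the values, gave 8937 for the first, and counts that match those printed in Fig. 5A to D (385, 1837 and 1677 genes up and 42, 666 and 681 down at 4, 7 and 9 weeks p.i. in BALB/c mice, and 311, 1969 and 1421 up and 30, 831 and 658 down in CBA mice); the genes behind Fig. 5 are not listed in the paper, so dropped genes were not counted.

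For cytochrome genes down-regulated the paper gives 71 and the value here was 37 genes (53 probes). Every alternative, set beforehand or added, gave 36 to 42, and all differ from the paper's. The counts here, also those with different induction below, take only genes with a cytochrome P450 symbol. The paper does not say which cytochromes its 71 cover, so the sets may differ. Of the cytochromes P450 on the array, 71 probes of 50 genes passed the detection filter. For cytochrome genes down-regulated with different induction the paper gives 4, and limma by the labels gave 0 (5 at an unadjusted p under 0.05; 2-way ANOVA 2). The alternatives set before the data were examined gave 0 to 2 and all differ from the paper's, with 1 gene when detection was asked of all 3 arrays, with no detection filter, and without CBA 9 weeks p.i. replicate 3. The strains of the value table, chosen after seeing the values, gave 5 genes, which include all 3 that the paper names (*Cyp2a4*, *Cyp2b10* and *Cyp2b23*; 0 of these dropped), the 20 mice gave 9, and the strains of the value table with a 2-way ANOVA 10.

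Table 1 of the paper holds 62 fold changes at each time-point. By the labels 50, 2 and 4 of them lay within 1%, or within 0.05 for rounding, of the fitted values here at 4, 7 and 9 weeks p.i., and with the strains of the value table, a setting chosen after seeing the values, 50, 44 and 47. Where no array of the uninfected or the infected group was above background the fold here is only a lower bound (13, 24 and 24 values by the labels) or cannot be given (11, 0 and 0), and a bound differs only where it exceeds 1.5 times the paper's fold; any value differs only where it also lies further from the paper's, in log2, than the standard deviation of the labelled infected mice. On these terms 1, 3 and 7 values differed by the labels and 1, 5 and 4 with the strains of the value table. For *Cyp2b23* in BALB/c mice at 9 weeks p.i. the paper gives -11 and the value here was -22.0; this standard deviation was 0.995, so that quantile normalization (-20.8), the value table (-21.1) and the BeadChip block (-18.0), though over 1.5 times the paper's, stay within it and are not counted as differing, nor is the replicate block (-16.3), while neqc (-24.5) is, and the strains of the value table, chosen after seeing the values, gave -11.0. For *Col1a1* in BALB/c mice at 9 weeks p.i. the paper gives 31.6 and the value here was 20.9; neqc (44.3), the value table (22.1) and the replicate block (23.3) do not differ, quantile normalization (20.1) and the BeadChip block (20.8) do, and the strains of the value table, chosen after seeing the values, gave 31.6. For *Il10ra* in BALB/c mice at 9 weeks p.i. the paper gives 2.6 and the value here was 1.59; neqc (1.86), the value table (1.85) and the replicate block (1.83) do not differ, quantile normalization (1.44) and the BeadChip block (1.63) do, and the strains of the value table, chosen after seeing the values, gave 2.58.

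Some fold changes of Table 1 differ under every setting. *Ctgf* has the paper's 1.9 against 4.93 here in BALB/c mice at 9 weeks p.i., and the paper's 1.1, 2.2 and 1.9 against 2.79, 5.83 and 6.18 in CBA mice at 4, 7 and 9 weeks p.i.; all 5 alternatives set before the data were examined differ from the paper's, as do the strains of the value table (5.24, 2.79, 4.97 and 5.82). *Acta2* has the paper's 1.8 against 3.48 in BALB/c mice at 7 weeks p.i., and the paper's 2 and 2 against at least 6.51 and 4.35 in CBA mice at 7 and 9 weeks p.i., where a probe was below background in uninfected mice; again all 5 alternatives differ, as do the strains of the value table (3.84, and at least 5.81 and 3.30). *Il13* has the paper's 1.8 in CBA mice at 9 weeks p.i. against -1.00 here, and the value table (1.01) and the BeadChip block (1.00) differ from the paper's as the other 3 alternatives do. In Table 1 the name CTGF also stands beside the probe of *Tgfb1*, which was not used for *Ctgf* here. Among the paper's supplementary tables, 5 of the 6 fold-change columns of Table S4 match the strains of the value table within 0.01 for 1733 of 1733 probes, a setting chosen after seeing the values, whereas the column for CBA mice at 4 weeks p.i. matches for 857 and, with no tolerance, equals the column for BALB/c mice at 9 weeks p.i. for 884 of them. The log2 changes of the 3976 probes of Tables S1 and S2 that were compared differ from those by the labels by up to 1.95 at 7 weeks and 1.74 at 9 weeks p.i., and from those with the strains of the value table by at most 7.79e-06.

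The paper states that 15 genes named in its text differ between the strains, and by the labels none of them passed for different induction with limma (F-test adjusted p 0.83 or higher) or for the strain term of a 2-way ANOVA (0.070 or higher). The F-test adjusted p with the strains of the value table was 0.0034 for *Ppbp*, 9.8e-04 for *Ctsg*, 9.8e-04 for *Ngp*, 0.0050 for *Mpo*, 0.014 for *Ccl24*, 3.4e-04 for *Ear11*, 0.019 for *Chil3*, 5.4e-04 for *Retnla*, 9.8e-04 for *Mmp12*, 1.0e-04 for *Mmp13*, 3.4e-04 for *Cyp2a4*, 0.027 for *Cyp2b10* and 0.0022 for *Cyp2b23*; this setting was chosen after seeing the values and drops 2 of the 15, *Mrc1* (0.43) and *Timp1* (0.51). For *Mrc1* the 2-way ANOVA with the same strains gave 0.036, and for *Timp1* it gave 0.063 (probe ILMN_2769918) and 0.28 (probe ILMN_3103896), while in the 20 mice limma gave 0.024 and 0.053, of which the first passed. *S100a8*, which the paper states to differ as well, passed by the labels (adjusted p = 4.6e-04) and with the strains of the value table (8.2e-05), with the greater rise in CBA mice as in the paper. The paper puts the greatest gap of *Ppbp* between the strains at the last time-point; by the labels its level in CBA minus BALB/c mice was -2.36, -1.39 and -0.38 at 4, 7 and 9 weeks p.i. (adjusted p = 0.19, 1.0 and 0.85), and with the strains of the value table -2.36, -2.27 and -2.61. The paper describes the rise of *Ngp* and *Mpo* as sustained in BALB/c mice. By the labels *Ngp* rose at least 73.9-fold at 7 weeks and 53.9-fold at 9 weeks p.i. in BALB/c mice, and with the strains of the value table at least 111-fold and 139-fold. The change between these time-points was not tested, so the values do not go against the paper's statement.

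Other statements concern infection within a strain. The paper finds no rise of *Ccl24* at any time-point in BALB/c mice; by the labels it rose by 2.15 at 7 weeks p.i. (adjusted p = 0.0066), and with the strains of the value table by 1.04 at 7 weeks and 1.11 at 9 weeks p.i. (adjusted p = 0.025 and 0.016), while 0.85 at 4 weeks p.i. did not pass. The paper finds *Mmp13* up at both late time-points in both strains; in BALB/c mice at 9 weeks p.i. its change of 1.71 by the labels did not pass (adjusted p = 0.25), nor did 0.90 with the strains of the value table (adjusted p = 0.088), while at 7 weeks p.i. 3.45 did (adjusted p = 0.016). The paper reports *Il10ra* without a difference between the strains; the F-tests for different induction did not pass (adjusted p = 0.89 by the labels and 0.81 with the strains of the value table), but the strain term of a 2-way ANOVA with the latter strains gave 0.037. For *Cxcl1* the paper states a strain difference at 4 weeks p.i.; the difference in induction was 0.85 there and did not pass (adjusted p = 1.0). For *Acta2* it states the same, and the probe with the widest difference gave 1.65 (adjusted p = 1.0). *Mrc1* did not pass over time in BALB/c mice by the labels (adjusted p = 0.056) and did in CBA mice (0.020), and *Il13* passed over time in neither strain (0.97 and 0.72).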

Other observations

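No hypothesis was tested in this part; the tests with the strains of the value table and in the 20 mice were chosen only after the results had been seen, and the genes follow the rule for named genes. Genes of the bile ducts moved apart at 7 weeks p.i.: *Sox9*, a factor of ductal and reactive cells, rose by 2.94 in BALB/c and 3.32 in CBA mice, while the keratin *Krt23*, already lower in uninfected CBA mice (-1.93), changed by -4.20 and -2.31. Of 4 cholangiocyte and ductular reaction genes 1 rose, 1 fell and 2 did not pass in either strain, as over the list alone (medians -0.04 and 0.00; 0.05 in CBA mice with the BeadChip as a block; adjusted p = 0.58 and 0.79 with an estimated correlation). On vessels, *Lyve1* rose by 2.00 and 1.68 and *Pecam1* by 1.36 and 1.36; of 13 liver sinusoidal endothelial genes 5 rose, 1 fell and 7 did not pass in BALB/c mice and 5, 0 and 8 in CBA mice, as over the list alone (medians 0.31 and 0.04; 0.06 in CBA mice with the BeadChip as a block; adjusted p = 0.58 and 0.68).

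For interferon-induced genes a different induction at 4 weeks p.i. was tested by gene and not for the list. In the 20 mice the induction at 4 weeks p.i. in CBA minus BALB/c mice was -2.78 for *Oas1g* (adjusted p = 0.015), -2.68 for *Irf7* (adjusted p = 0.013) and -2.58 for *Isg15* (adjusted p = 0.024), and 1.60 for the invariant chain *Cd74* (probe ILMN_1247832, adjusted p = 0.035). By the labels the same differences had adjusted p = 1.0 for each of the 4 genes, and with the strains of the value table 0.58 for *Oas1g*, 0.80 for *Irf7*, 0.86 for *Isg15* and 1.0 for *Cd74*; the mice at 4 weeks p.i. and the uninfected mice are the same in all 3, so that the estimates do not change and only the pooled spread does. At a later time-point, 9 weeks p.i., *Mup2* (probe ILMN_2730208) had a difference in induction of 5.03 (adjusted p = 0.0028) and *Cyp7a1*, the first enzyme of bile acid synthesis, of 3.38 (adjusted p = 0.046) with the strains of the value table, against 3.52 (adjusted p = 0.73) and 0.98 (adjusted p = 0.82) by the labels and 6.41 (adjusted p = 2.8e-06) and 2.78 (adjusted p = 0.19) in the 20 mice.

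Lists for red blood cells and for tissues outside the liver did not pass the test at 7 weeks p.i. Of 7 erythroid genes 0 rose, 1 fell and 6 did not pass in BALB/c mice and 2, 2 and 3 in CBA mice (over the list alone 0 and 1, and 2 and 2; medians 0.77 and 0.63; 0.93 in CBA mice with the BeadChip as a block; adjusted p = 0.86 and 0.83), with *Car1* at -1.88 and -1.62. Of 3 exocrine pancreas genes 0 rose, 1 fell and 2 did not pass in either strain (medians 0.20 and 0.02, or 0.00 and 0.02 at the bound; adjusted p = 0.66 and 0.56), and the 1 that fell was *Cela1* (-2.34 and -2.65). Of 3 skeletal muscle genes none passed (medians -2.04 and -0.13; -0.61 in CBA mice with the BeadChip as a block; adjusted p = 0.44 and 0.82). Of 2 adipose genes *Lpl* rose (1.93 and 3.32) and *Car3*, which hepatocytes express as well, changed by -3.45 and -3.76 (medians -0.76 and -0.22; -0.48 in CBA mice with the BeadChip as a block; adjusted p = 0.68 and 0.83). The counts for the last 3 lists were the same over the list alone.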
